# Temporal Colonic Gene Expression Profiling in the Recurrent Colitis Model Identifies Early and Chronic Inflammatory Processes

**DOI:** 10.1371/journal.pone.0050388

**Published:** 2012-11-30

**Authors:** Bas Kremer, Rob Mariman, Marjan van Erk, Tonny Lagerweij, Lex Nagelkerken

## Abstract

The recurrent TNBS-colitis model in BALB/c mice has been proposed as a model of Inflammatory Bowel Disease with a shifting pattern of local cytokines with the expression of Th1 cytokines during the early phase, Th17 cytokines during the intermediate phase and Th2 cytokines during late fibrotic stages. In this study, we evaluated the development of pathology in time–in conjunction with genome-wide gene expression in the colons–in response to three weekly intrarectal instillations of TNBS. During this time-frame mice develop colitis with extensive cellular infiltration of (sub)mucosa and mildly to moderately affected crypt architecture. These pathological processes were sensitive to local treatment with budesonide. Gene expression profiling confirmed an acute phase response after each intrarectal TNBS-challenge. In addition, a chronic inflammatory process developed over time particularly evident from a gradual increase in expression of mast cell related genes. The changes in pathological hallmarks were consistent with a temporal expression of mRNA encoding a selection of chemokines. In conclusion, the early stages of the recurrent TNBS-colitis model reflect several aspects of inflammatory bowel disease which are sensitive to immunomodulation.

## Introduction

Inflammatory Bowel Diseases (IBD), with Ulcerative Colitis (UC) and Crohn’s Disease (CD) as major entities, are chronic inflammatory disorders of the gastrointestinal tract, affecting an estimated 3.6 million people in Europe and the US [1]. IBD may be chronic or relapsing in nature, possibly due to a process of inflammation following an exaggerated immune response against enteric microorganisms. These processes affect intestinal function leading to diarrhea, cramping, and abdominal pain. Although considerable progress has been achieved with regard to the multifactorial nature of IBD [2], current therapies show limited efficacy [3].

Although there is a clear medical need to develop novel anti-inflammatory therapy for IBD, the evaluation of novel therapeutic strategies is hampered by the availability of suitable preclinical efficacy models. Most frequently, acute colitis models such as dextrane sodium sulphate (DSS) and the 2,4,6-trinitrobenzene sulfonic acid (TNBS) induced colitis are used [4], [5]. These models are characterized by severe acute inflammation of the colon representing histopathological aspects that reflect human IBD. Whereas the DSS-colitis model involves activation of the innate immune system in particular, the TNBS model was shown to depend on a local Th-1 biased response [6]. The acute chemically induced IBD models have been shown of great value for a better understanding of acute inflammatory disease processes in IBD. In addition, efficacies of a limited number of relevant treatments have been reported in these models [7]–[9].

As an alternative to chemically induced colitis, several models helped to gain valuable insight into the underlying pathology of IBD, such as the model based on transfer of CD45RB^Hi^ CD4^+^ T cell to immunodeficient recipients or the development of colitis in IL-10 deficient mice [10], [11]. These models put emphasis on the role of the intestinal microbiota eliciting a chronic inflammatory response in the gut. However, because these models are performed in an immunodeficient environment with disturbed immunoregulatory circuits they are not always suitable for the evaluation of novel therapeutic strategies.

In recent years, several groups have demonstrated that repeated intrarectal administrations of low-dose TNBS to mice and rats result in chronic colitis [12], [13]. This colitis model has primarily been used to study fibrotic processes as a consequence of chronic intestinal inflammation [14], [15]. Recently, we have implemented a modified protocol of the chronic TNBS colitis model with reduced duration, in which treatment with probiotics was shown to prevent the onset of chronic colitis and associated clinical symptoms, suggesting sensitivity to immunomodulation [16].

In this report, we characterize the processes underlying the development of pathology in this model by temporal gene expression profiling in the colon with the aim to further substantiate the value of this model for both mechanistic and pre-clinical efficacy studies. We show that the recurrent TNBS-induced colitis model combines histopathological features with aspects of active inflammation and chronic processes of cellular infiltration, angiogenesis and tissue remodeling, which are all relevant to human IBD.

**Figure 1:**
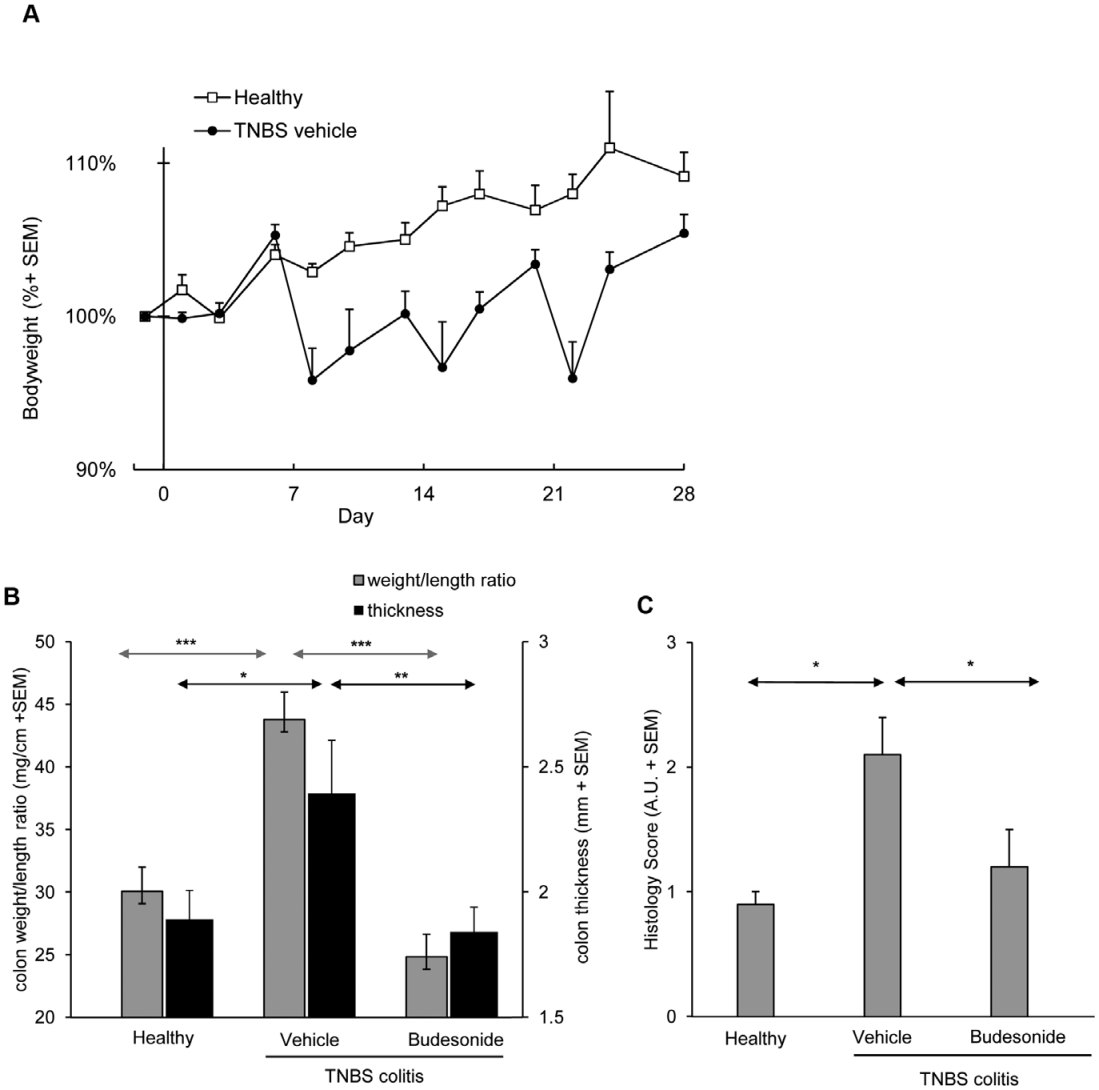
Disease characteristics of the recurrent TNBS model and efficacy of budesonide treatment. The development of colitis induction is evident from periods of loss of body weight following each rectal instillation of TNBS (Figure 1A; AUC p<0.005). At end-point, inflamed colons show significantly increased weight/length ratios and colon thickness (Figure 1B); both aspects are suppressed by budesonide. TNBS colitis induction is associated with a significantly increased histological score (Figure 1C); this score is significantly lower in budesonide treated animals. Bars represent group mean values of 10–12 mice/group, error bars represent SEM. Mann-Whitney U-test; *p<0.05, **p<0.01, ***p<0.001.

**Figure 2:**
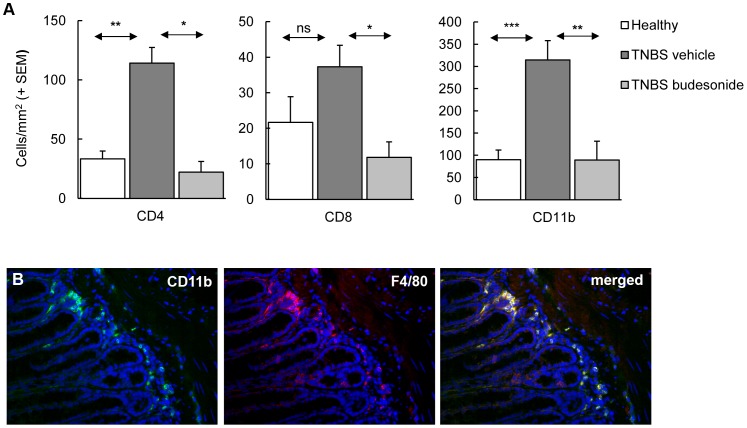
Colitis induction is associated with increased numbers of innate and adaptive immune cells. The composition of the cellular infiltrate and the effect of budesonide treatment were analyzed by immunohistochemistry. (**A**) Enumeration of the cells showed significantly increased cell numbers per mm^2^ tissue due to TNBS colitis induction. Budesonide treatment significantly reduced the number of these infiltrating cells. Bars represent group mean values of 10–12 mice/group, error bars represent SEM. Mann-Whitney U-test; *p<0.05, **p<0.01, ***p<0.001. (**B**) Double staining of CD11b+ and F480+ cells using fluorescence microscopy confirmed co-expression of these two cell surface markers.

## Results

### Recurrent TNBS-colitis: a Model with Low Mortality Sensitive to Intrarectal Budesonide

In this study, we evaluated early stages of the recurrent TNBS colitis model and confined ourselves to 4 weeks of follow-up after skin sensitization and three weekly intrarectal challenges with increasing dosages of TNBS, thereby combining two previously published protocols [5], [15]. This adapted protocol consistently resulted in mild to moderate colitis, reflected by significant growth retardation (p<0.005 ) (Figure 1A). Each rectal TNBS instillation induced transient loss of body weight of 5 to 15%. Average mortality was less than 15% and in particular associated with the first rectal challenge. At endpoint, colitis was evident from an increased colon weight/length ratio and increased thickening of the colon (Figure 1B). These macroscopic changes were associated with increased histology scores in the distal part of the colon (Figure 1C). Infiltration of mucosa and submucosa by CD4^+^ and CD8^+^ T cells, CD11b^+^ cells (Figure 2A), confirmed as macrophages by F4/80 staining (Figure 2B) was associated with mild to moderate damage of the mucosal architecture.

**Figure 3:**
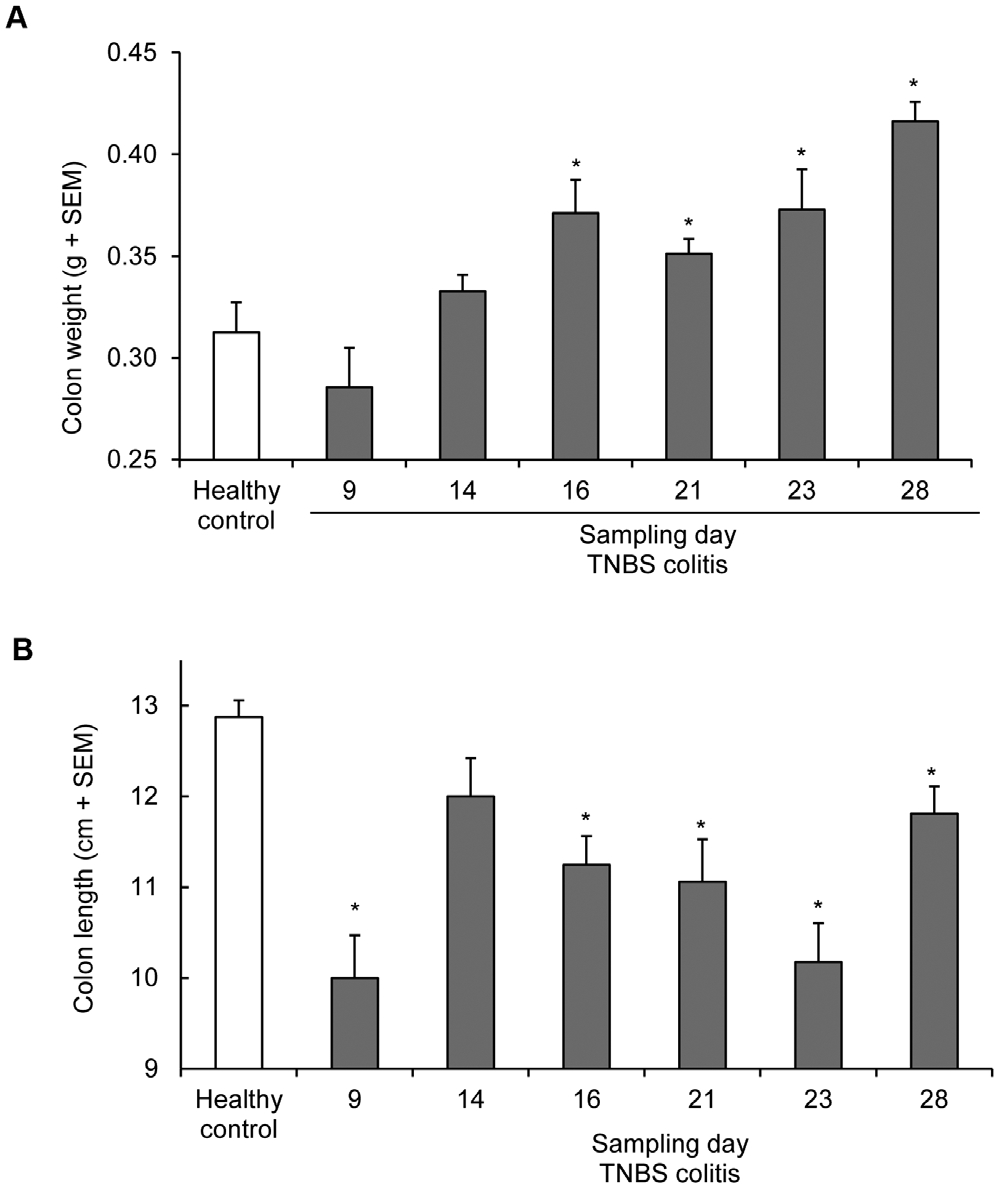
Disease characteristics of the recurrent TNBS model in time. Results of the time-course study in the recurrent TNBS colitis model. At each time-point indicated in Figure 8, 8 animals were sacrificed and colon length (**A**) and weight (**B**) was determined. Colitis is associated with a gradual increase in colon weight whereas the colon length is severely affected by each TNBS administration followed by a gradual relaxation.

All of these aspects were suppressed in mice treated by intrarectal administration of budesonide. Besides, budesonide treatment was associated with weight loss, typical for chronic exposure to corticosteroids in mice.

**Figure 4:**
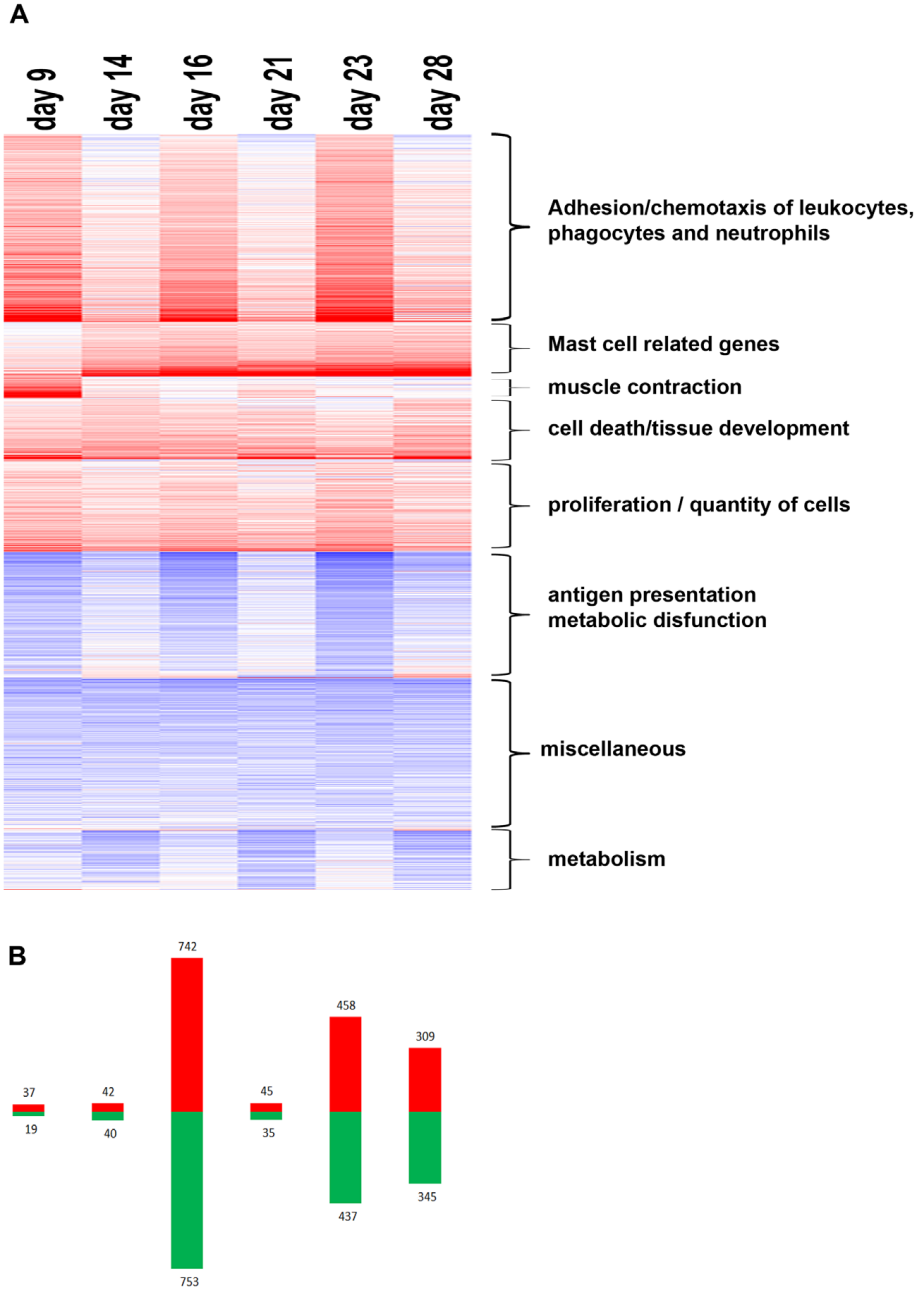
Transcriptome analysis in the recurrent TNBS-induced colitis model. To determine temporal patterns of gene expression levels that were affected by the repeated TNBS instillations, microarray analysis was performed on RNA isolated from colon tissue of colitic mice at day 9, 14, 16, 21, 23, and 28 (n = 5/group) (**A**) A heat-map of the genes with significantly modified gene expression revealed multiple clusters with different temporal expression patterns. (**B**) Bar graph indicates the number of up regulated (red) and down-regulated genes during colitis development at each time point. Genes were considered significant with a False discovery rate (FDR) p value <0.05. FDR was used to correct for multiple comparisons.

Multiplex analysis of 23 different cytokines and chemokines in serum collected at endpoint revealed significantly increased levels of IFN-γ, IL-1β, IL-17, MCP-1 and MIP-1β in mice with colitis, but not in mice treated with budesonide. Furthermore, budesonide suppressed IL-12p40 levels even compared to the serum concentrations in healthy control mice (Table 1).

**Figure 5:**
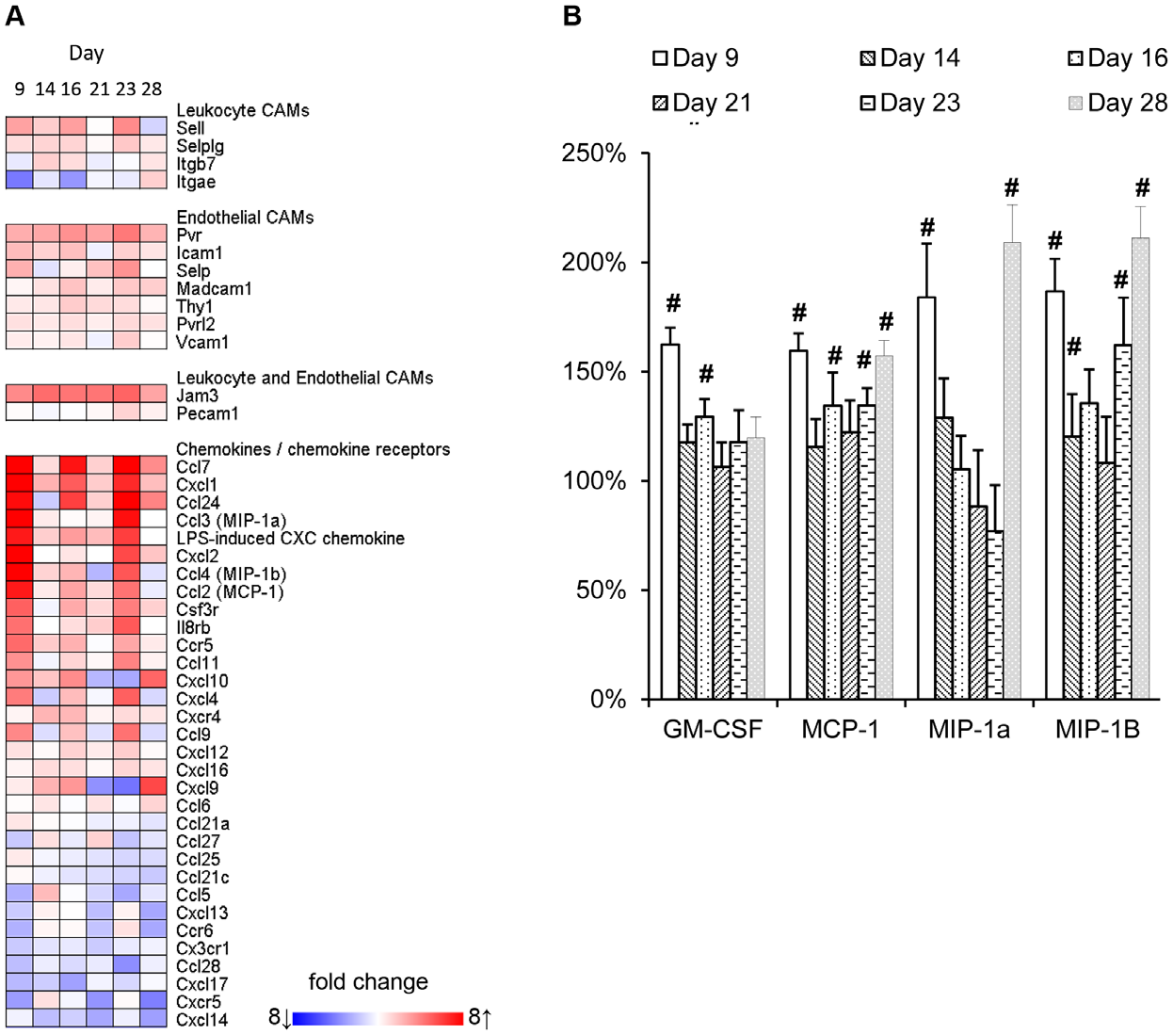
Effect of recurrent TNBS administrations on cell adhesion molecules and chemokines. (**A**) Local mRNA expression of cell adhesion molecules and chemokines was determined within the time-course microarray experiment. The size of the effect of TNBS-induced colitis on gene expression in comparison to healthy colons is indicated in a heatmap. These differences are based on mean expression levels of 5 individual animals per time-point. (**B**) Circulating serum chemokines were analyzed by multiplex technology. Relative serum concentrations of concentrations of GM-CSF, MCP-1 (CCL2), MIP-1α (CCL3), and MIP-1β (CCL4) are graphically depicted; significant differences are indicated by #.

**Table 1:** Relative circulating cytokine concentrations in TNBS-induced colitis^a^.

	Group								
Cytokine	Healthy (n = 14)			Vehicle (n = 19)			Budesonide(n = 15)		
Eotaxin	100%	±	5%	102%	±	9%	89%	±	10%
G-CSF	100%	±	10%	114%	±	9%	83%	±	8%^c^
GM-CSF	100%	±	4%	108%	±	5%	98%	±	7%
IFNγ	100%	±	10%	137%	±	12%^b^	93%	±	14%^c^
IL-10	100%	±	25%	194%	±	37%	54%	±	16%
IL-12p40	100%	±	8%	87%	±	7%	28%	±	4%^c^
IL-12p70	100%	±	15%	117%	±	19%	89%	±	11%
IL-13	100%	±	9%	133%	±	12%	82%	±	10%^c^
IL-17	100%	±	13%	153%	±	17%^b^	94%	±	12%^c^
IL-1α	100%	±	19%	93%	±	12%	87%	±	17%
IL-1β	100%	±	8%	135%	±	12%^b^	82%	±	9%^c^
IL-2	100%	±	11%	118%	±	12%	84%	±	12%
IL-3	100%	±	13%	137%	±	14%	104%	±	13%
IL-4	100%	±	15%	111%	±	12%	85%	±	14%
IL-5	100%	±	6%	111%	±	12%	72%	±	8%^c^
IL-6	100%	±	15%	122%	±	9%	82%	±	9%^c^
IL-9	100%	±	9%	118%	±	8%	84%	±	8%^c^
KC	100%	±	7%	107%	±	7%	81%	±	4%^c^
MCP-1	100%	±	9%	131%	±	9%^b^	86%	±	16%^c^
MIP-1α	100%	±	8%	95%	±	7%	96%	±	10%
MIP-1β	100%	±	6%	121%	±	6%^b^	100%	±	10%
Rantes	100%	±	6%	91%	±	5%	80%	±	7%
TNFα	100%	±	10%	106%	±	9%	116%	±	20%

a In two independent studies, serum concentrations of 23 cytokines were determined by multiplex technology on day 28. In Table S2 concentrations are presented as pg/ml ± SEM. In each study, values were normalized and expressed as a percentage of the mean concentration of the corresponding healthy control mice. Relative concentrations and shown as % ±SEM.

b significantly (p<0.05) different relative serum concentration from that in healthy mice.

c significantly (p<0.05) different relative serum concentration from that in vehicle treated mice.

Altogether, several inflammatory characteristics relevant to IBD are represented in this model and shown to be sensitive to corticosteroid treatment.

**Figure 6:**
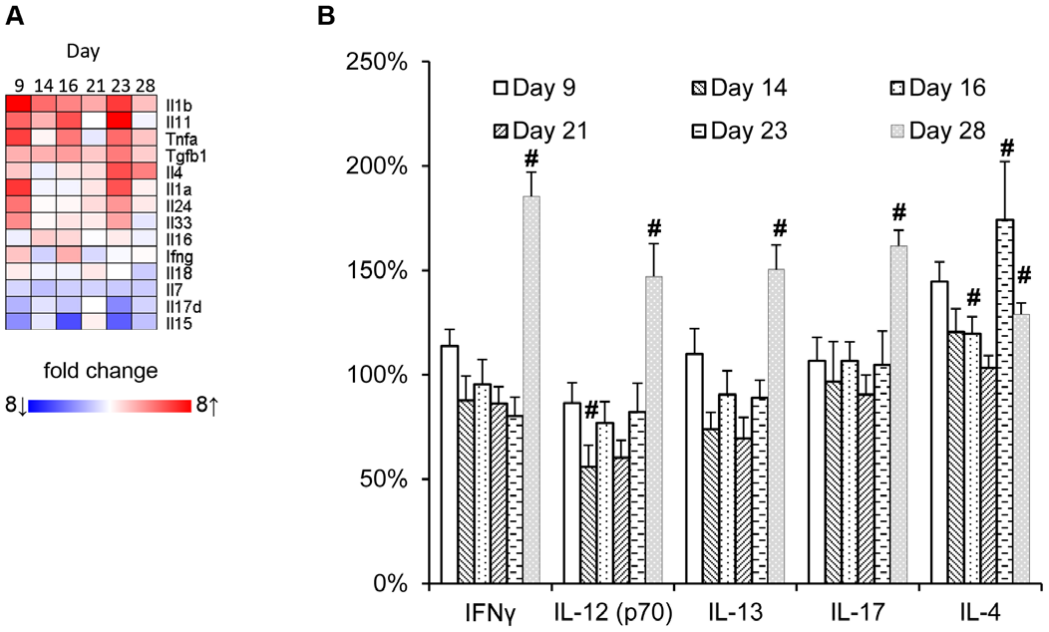
Effect of recurrent TNBS administrations on local and circulating cytokine profiles. (**A**) Local mRNA expression of cytokines was determined within the time-course microarray experiment. The size of the effect of TNBS-induced colitis on gene expression in comparison to healthy colons is indicated in a heatmap. These differences are based on mean expression levels of 5 individual animals per time-point. (**B**) Relative serum concentrations of Th1/Th2/Th17 hallmark cytokines at different time-points during the development of colitis. Concentrations of IFN-γ and IL-12p70, IL-4 and IL-13, and IL-17 are graphically depicted; significant differences are indicated by #.

### Alterations in Gene Expression during the Development of Recurrent TNBS Colitis

Because the adapted recurrent TNBS colitis model showed involvement of relevant pathological processes and sensitivity to treatment, we sought to gain more insight into processes involved in the early development of colitis in this model. Therefore, we evaluated gene expression in colons of mice sacrificed at different time-points, i.e. before the first and 2 or 7 days after each rectal TNBS instillation. Evaluation of colon macroscopy at each of these time-points showed that TNBS administration was associated with transient shortening of the colons, whereas colon weight increased gradually in time (Figure 3). Histological evaluation of the colons revealed marked areas of hemorrhages and complete destruction of crypt architecture two days after each TNBS instillation; this mucosal damage had partially recovered seven days after each instillation (data not shown).

**Figure 7:**
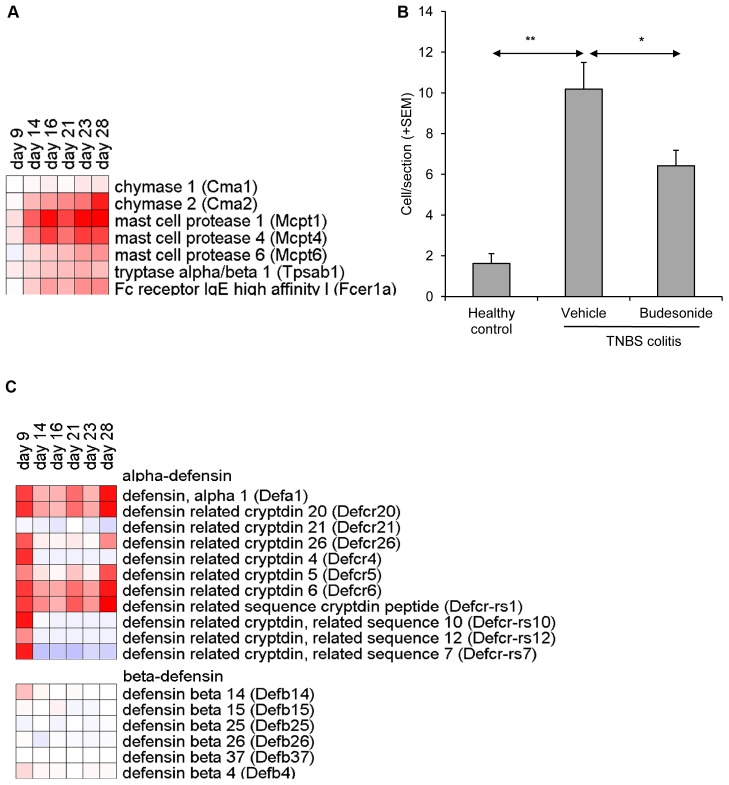
TNBS –induced colitis is associated with increased numbers of mast cells and α-defensins. (**A**) mRNA expression of selected mast cell specific genes in affected colon tissue (n = 5/group). Heatmap represents fold changes in TNBS colitis mice as compared to healthy control mice. (**B**) Quantification of toluidine blue positive cells confirmed TNBS induced up-regulation of mast cells. (**C**) mRNA expression of α- and β-defensin genes in affected colon tissue.

Genome wide expression profiling was performed on RNA isolated from distal colon tissue of five TNBS-treated mice at each selected time-point. 

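Total RNA from the distal colon of 4 healthy mice and of 5 TNBS-treated mice on each of 6 days was hybridised to 1-colour Illumina mouse bead arrays, giving 34 arrays. Mice were sacrificed 2 or 7 days after a rectal instillation. Days 9 and 14 followed the instillation of 0.75 mg TNBS, days 16 and 21 that of 1.5 mg, and days 23 and 28 that of 2.25 mg. The values analysed are the authors' normalized log2 values for 25697 probes, made according to the methods by background subtraction and quantile normalization, with array medians between 4.77 and 4.78. The table does not state its scale, which was taken as log2 from the range of the values. Values were floored at a linear value of 5, and the 21110 probes above it in at least 4 arrays were compared in limma, with all arrays in a single fit of 7 groups and the adjustment of Benjamini and Hochberg at 0.05. Gene lists were tested with camera, which compares a list with all other genes, at a preset correlation of 0.01 on 14010 genes, each represented by its brightest probe. Of all probes, 23978 carried 1 gene symbol and 1719 were left unnamed. Detection p-values could not be tied to single mice, so a signal was taken as above background where it passed the 95th percentile of 1323 probes for olfactory, vomeronasal and trace amine receptors on the same array, a linear value between 22.3 and 30.5. A gene not above it on any array of the dimmer group is given as at least N-fold, the brighter group's mean against the mean of, per array, the higher of that background and the gene's own signal. The number of arrays limits the precision, and which bead chip held which mouse is not known here.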

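Ang4, an antimicrobial ribonuclease of the gut, was higher than in healthy colon on 5 of the 6 days in limma, Mcpt1, a protease of mucosal mast cells, on 5 and Arg1, which encodes arginase 1, on 3. Dbp, a clock output gene, was lower on 2 days and Edn1, which encodes endothelin-1, on 4. Over the 6 days, 1938 of the tested probes changed against the 4 healthy mice on at least 1 day, a number that was 944 in pairwise fits and 1054 without healthy mouse 1. The median SD of a probe between the mice of a group was 0.284 to 0.365 on the log2 scale.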

Based on False Discovery Rate (FDR) correction, a total of 2074 genes of the 14285 transcripts that passed the filtering procedure, showed significantly different levels of mRNA at one or more time-points in comparison to mRNA from healthy mice. Differentially expressed genes that showed similar expression profiles are clustered in a heatmap (Figure 4A). 

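On day 9, 2 days after the first instillation, 251 probes were higher and 172 lower than in healthy mice in limma. Arg1 was at least 63.9-fold (adjusted p = 2.9e-06) higher, and Hp, which encodes the acute phase protein haptoglobin, at least 29.2-fold (adjusted p = 3.9e-04) higher. Krt13, a keratin gene of squamous epithelium, rose by 4.90 (standard error 0.97, adjusted p = 0.0062, above background in 1 of 4 healthy mice) on the log2 scale, while the sulphate transporter gene Slc26a2 fell by 1.29 (standard error 0.23, adjusted p = 0.0027) and the plasma cell genes Tnfrsf17 and Mzb1 had log2 changes of -1.90 (adjusted p = 0.0090, above background in 2 of 5 mice of day 9) and -1.56 (adjusted p = 0.045). On day 16, 2 days after the second instillation, 418 probes were higher and 409 lower. Pla2g4c, a cytosolic phospholipase gene, was then at least 66.3-fold (adjusted p = 0.0025) higher and Rnase2a rose by 4.87 (adjusted p = 0.0026, above background in 1 of 4 healthy mice). Scnn1g, a subunit of the epithelial sodium channel, fell by 2.72 (adjusted p = 0.027, above background in 4 of 5 mice of day 16), and the sulphotransferase gene Sult1c2 fell by 2.08 (adjusted p = 0.0038). Skeletal muscle markers averaged 5.46, 4.50 and 6.37 log2 units above the healthy mean in mice 2, 3 and 5 of day 9. Without the 5 arrays whose muscle markers averaged over 3 units above it, chosen after seeing the data, day 9 had 87 probes higher and 56 lower. In pairwise fits of each day with the healthy mice alone, 19 were higher and 11 lower on day 9, and without healthy mouse 1, 106 and 54, with 213 and 149 on day 16. Array weights raised both counts of day 16.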

The first TNBS challenge was associated with enhanced expression of a limited number of genes, whereas enhanced expression of a large number of genes occurred shortly after the second challenge on day 16 (Figure 4B). These patterns were largely normalized on day 21. 

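On day 21, 7 days after the second instillation, 69 probes were higher and 79 lower than in healthy mice in limma. On day 14, 7 days after the first, the counts were 49 and 48. On day 21 the replication genes Mcm3, Mcm6 and Mcm7 had log2 changes of -1.59 (adjusted p = 0.013), -1.26 (adjusted p = 0.0017) and -1.31 (adjusted p = 0.033), and the cholesterol synthesis gene Lss fell by 1.30 (adjusted p = 0.0017). The intelectin gene Itln1 rose by 3.56 (adjusted p = 0.010, above background in 2 of 4 healthy mice) on day 14 and 3.90 (adjusted p = 0.0017) on day 21, and Mptx1, a pentraxin gene of the gut epithelium, rose by 3.33 (adjusted p = 0.0014) and 3.19 (adjusted p = 0.0010). Dbp fell by 3.28 (adjusted p = 0.013) on day 14, and its log2 change was -2.89 (adjusted p = 0.019) on day 21. In pairwise fits with the healthy mice alone the counts on day 21 were 26 higher and 14 lower, and on day 14, 17 and 13. Without healthy mouse 4 they were 19 and 19 on day 21, and 12 and 7 on day 14. Other alternatives raised the counts, among them adjustment over all 6 days, on both days and in both directions.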

Importantly, the third challenge resulted in extensive changes in gene expression on days 23 and 28. 

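On day 23, 737 probes were higher and 742 lower than in healthy mice in limma, and on day 28, 152 and 113. On day 23 Arg1 was at least 86.8-fold (adjusted p = 1.3e-06) higher, Chil3, a chitinase-like gene of macrophages, at least 13.6-fold (adjusted p = 0.0025) and Retnlg, a resistin-like gene of myeloid cells, at least 7.60-fold (adjusted p = 3.4e-04). The sterol transporter genes Abcg5 and Abcg8 had log2 changes of -2.42 (adjusted p = 0.0015) and -2.88 (adjusted p = 0.0059, above background in 2 of 5 mice of day 23), and the transporter gene Slc30a10 was at least 6.60-fold (adjusted p = 0.0051) lower. On day 28 the pancreatic lipase related gene Pnliprp2 rose by 5.64 (standard error 0.92, adjusted p = 0.0011). Between days 28 and 14, both 7 days after an instillation, 2 probes changed, those of Cma2 and Naa15, while 1680 had an unadjusted p under 0.05, and 18 changed in pairwise fits. The number of probes changed between day 23 and day 9, both 2 days after one, was 41. Pairwise limma fits gave 0 for this comparison, with 1353 at an unadjusted p under 0.05, leaving out mouse 1 of day 23 gave 183, and 5 of 100 divisions of these mice, the real one included, gave as many as found. In pairwise fits with the healthy mice the counts were 236 higher and 166 lower on day 23 and 142 and 70 on day 28, and without healthy mouse 1 they were 438 and 365, and 70 and 49. Array weights raised both counts of day 28.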

Forty-two % of the genes that showed increased expression on day 28 were also enhanced on day 23 and therefore not normalized. Furthermore, 27% of the genes differentially expressed on day 28, were not different from healthy on any of the earlier time-points, suggesting developing pathology upon multiple TNBS instillations.

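Of the 152 probes higher on day 28, 104 (68.4%) were also higher on day 23. They include probes of the mast cell genes Mcpt1, Mcpt4 and Cpa3, of Itln1, and of Retnlb, a goblet cell gene, which rose by 3.52 (adjusted p = 2.3e-04) on day 23 and 3.42 (adjusted p = 0.0011) on day 28 in limma. Both days were compared with the same 4 healthy mice. In 100 simulations, unchanged groups were set against shared healthy arrays, and the highest-ranked probes were taken at the observed list sizes. These lists overlapped by 37.5% on average. The simulated probes were independent, of equal spread and not tested, so 37.5% is not the overlap expected of probes past the test. Independent lists of the observed sizes would share 5.31 probes. With 2 healthy mice for each day, in the 6 ways of dividing them, the share was 55.6% on average, from 40.0% to 85.7%, over 21 to 75 probes higher on day 28. In pairwise fits it was 36.6%.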

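Of the probes changed on day 28, 20.4% had passed the test on no earlier day. Among them was the probe of the carboxylesterase gene Ces1f, which fell by 2.98 (standard error 0.60, adjusted p = 0.0085, above background in 1 of 5 mice of day 28) in limma on day 28. Passing the test on day 28 alone does not show that a gene differed between the days. The share was 40.1% in pairwise fits. From the genes first changed on day 28, the paper proposes that pathology develops with repeated TNBS.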

**Figure 8:**
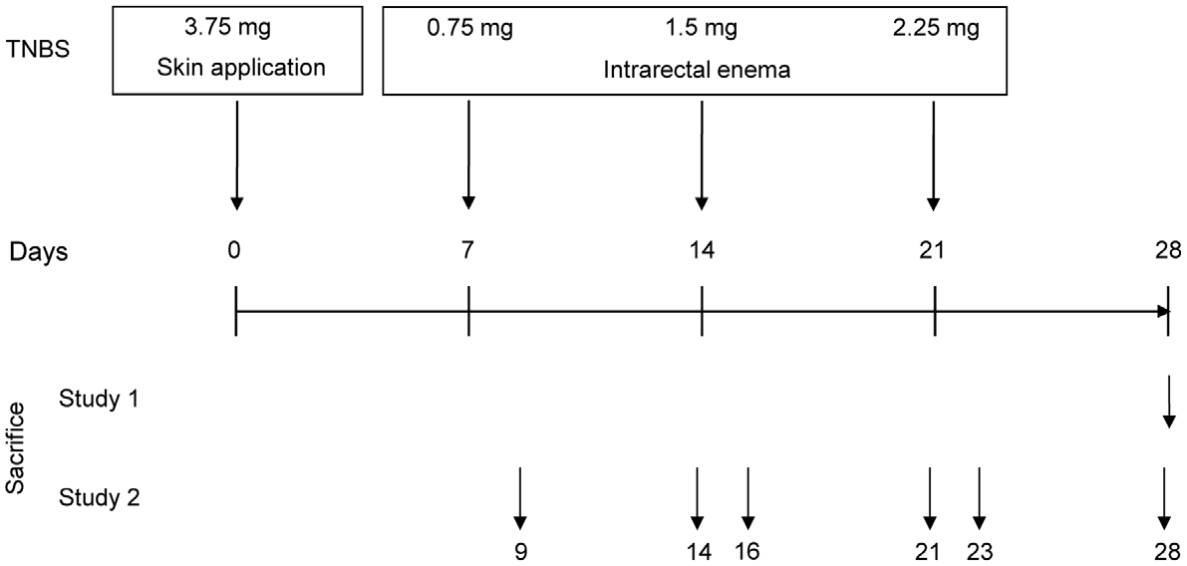
Schematic representation of the colitis induction protocol. Induction of colitis is achieved by dorsal skin application of TNBS in ethanol on day 0, followed by rectal TNBS/ethanol instillations on day 7, 14, and 21. The necropsy time-points for study 1, i.e. TNBS disease induction and corticosteroid treatment, and study 2, i.e. the time-course experiment, are presented in the upper part of the schematic. Severity of colitis induction was assessed by measurement of colon weight, length and thickness and by histopathological evaluation of the distal part of the colon. At each necropsy, serum was collected for cytokine profiling and colon tissue was sampled for RNA isolation.

To further elucidate the cellular processes associated with the induction of colitis by repeated TNBS instillations, we performed gene ontology analysis on the FDR filtered gene data set using MetaCore™ software. Enriched processes with more than 15 genes and p-values below 10−^5^ were considered to be significant (Table S1), which include general terms like “inflammation”, but also detailed underlying subcategories. Five major processes important for human pathogenesis of IBD were identified in this model, i.e. I) tissue morphogenesis, II) the response to wounding, III) immune/inflammatory responses, IV) cell adhesion and V) angiogenesis. 

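Genes of extracellular matrix and tissue remodelling were higher as a group. Of 20 such genes, 14 were higher and none lower on day 23 in limma, and 15 higher and 1 lower when adjusted over the list alone (median log2 change 0.98, camera adjusted p = 2.3e-15, adjusted p = 0.033 with an estimated correlation). On day 16, 7 were higher and none lower, and 14 higher and 1 lower when adjusted over the list alone (median log2 change 0.81, or 0.74 with 2 genes known only as a bound set to it, camera adjusted p = 2.6e-09, adjusted p = 0.095 with an estimated correlation). Of 18 genes of endothelium and vessel growth, 6 were higher and 1 lower on day 23, and 11 higher and 2 lower when adjusted over the list alone (median log2 change 0.50, camera adjusted p = 4.2e-04, adjusted p = 0.085 with an estimated correlation). Pecam1, Edn1, Vegfd, Fgf1, Fgf7 and Fgf10 of this list are also genes the paper chose on these samples. For them the count is not independent evidence. Genes of absorptive colonocytes were lower on day 23, 8 of 14 with none higher, and 8 when adjusted over the list alone (median log2 change -0.76, camera adjusted p = 1.1e-06, adjusted p = 0.029 with an estimated correlation).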

Gene expression associated with immune/inflammatory responses was particularly evident 2 days after each TNBS challenge. Furthermore, several processes gradually developed in time, in particular processes associated with epithelial cell growth and tissue repair/wound healing (Table S1). 

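Averaged over days 9, 16 and 23, 2 days after an instillation, 624 probes were higher and 575 lower than averaged over days 14, 21 and 28, 7 days after it, in limma. Arg1 (adjusted p = 7.5e-09, above background in 15 of 15 mice 2 days after and 3 of 15 mice 7 days after) and Hp (adjusted p = 6.6e-06, 15 of 15 and 6 of 15) were higher 2 days after, and no size is given, since most mice on the lower side were not above background. Of 13 acute phase genes, 7 were higher and none lower, and 7 higher and none lower when adjusted over the list alone (median log2 change 0.66, camera adjusted p = 4.9e-08, adjusted p = 0.045 with an estimated correlation). Of 12 neutrophil genes, 6 were higher and none lower, and 7 higher and 1 lower when adjusted over the list alone (median log2 change 1.16, camera adjusted p = 3.4e-07, adjusted p = 0.056 with an estimated correlation). S100a8, S100a9, Csf3r and Cxcr2 of this list are also genes the paper chose on these samples. For them the count is not independent evidence. Of 7 plasma cell genes, none was higher and 2 were lower, and 0 higher and 6 lower when adjusted over the list alone (median log2 change -0.72, or -0.27 with 2 genes known only as a bound set to it, camera adjusted p = 3.8e-04, adjusted p = 0.049 with an estimated correlation). Without the arrays with skeletal muscle markers, a choice made after seeing the data, the number of probes changed between days 2 and 7 after instillation was 724.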

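Across days 9 to 28 a linear trend per week passed the test for 15 probes upwards and 22 downwards in limma, with mast cell genes among the first. Mfap4, which encodes a protein of elastic fibres, rose by 0.40 (standard error 0.07, adjusted p = 0.0080) log2 units per week, and Ngfr, a nerve growth factor receptor gene, fell by 0.58 (standard error 0.12, adjusted p = 0.020), with 2 of 5 mice above background on day 28. On day 9 Mfap4 had a log2 change of -1.21 (adjusted p = 0.0068 in limma) against healthy mice, so its rise starts from below healthy values. Itgae, an integrin gene of intraepithelial lymphocytes, rose by 0.51 (standard error 0.11, adjusted p = 0.038), while its 5 other probes gave changes per week between 0.15 and 0.77, none past the test. Of 6 genes of crypt stem cells, 2 were higher and none lower on day 16, and 4 higher and none lower when adjusted over the list alone (median log2 change 0.74, camera adjusted p = 0.0012, adjusted p = 0.048 with an estimated correlation). Along the trend they had a median log2 change of -0.02 per week (camera adjusted p = 0.77). Matrix genes had -0.03 per week, downwards in camera (adjusted p = 0.029, adjusted p = 0.63 with an estimated correlation), with none higher and none lower, and 0 higher and 2 lower when adjusted over the list alone. Their medians against healthy mice, with bounds, were 0.62, 0.74 and 0.98 on days 9, 16 and 23. On days 14, 21 and 28 they were 0.19, 0.42 and 0.11. Higher values 2 days after an instillation push the trend downwards, since those days come earlier on average. The rate of the matrix genes therefore does not exclude a gradual rise. Without mouse 1 of day 23, 67 probes had a trend.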

Altogether, several processes found in human IBD are reflected in this recurrent TNBS model and these will be discussed more detailed in the next paragraphs. The key transcription factors involved in the processes underlying the development of colitis in this model were identified by MetaCore™ analysis. 

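Of 14 genes that NF-κB is known to drive, 2 were higher and none lower on day 9 in limma, and 7 higher and none lower when adjusted over the list alone (median log2 change 0.55, or 0.20 with 3 genes known only as a bound set to it, camera adjusted p = 4.8e-04, adjusted p = 0.10 with an estimated correlation). Of 12 AP-1 and immediate early genes, 4 were higher and none lower on day 16, and 7 higher and none lower when adjusted over the list alone (median log2 change 0.58, camera adjusted p = 1.2e-04, adjusted p = 0.11 with an estimated correlation). Egr1 rose by 1.58 (standard error 0.34, adjusted p = 0.0082) on the log2 scale and Fosb rose by 1.59 (standard error 0.46, adjusted p = 0.045). The factors of Table 2 were taken as 11 genes, of which 9 were tested, without Trp53 and Nfkb1. Of these 9, none was higher and none lower on day 14, and 3 higher and none lower when adjusted over the list alone (median log2 change 0.55, or 0.49 with 1 gene known only as a bound set to it, camera adjusted p = 1.9e-04, adjusted p = 0.019 with an estimated correlation). The paper identified these factors in MetaCore networks built on these samples and gives no direction for their own mRNA. The mRNA of a factor is a different measure from the score of its network, so the count does not test Table 2. Since the networks came from these samples, the count is not independent evidence either.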

As shown in Table 2, Nuclear factor kappa-light-chain-enhancer of activated B cells (*NF-κB*), activator protein 1 (*AP-1*), CAMP responsive element binding protein 1 (*CREB1*), were central to the process at most time-points, in accordance with an inflammatory process. Networks involving Hepatocyte-Nuclear Factor-4α (*hnf4α*) were only observed on day 16 and 23, consistent with its role in the acute phase response.

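Hnf4a, a transcription factor gene of liver and gut epithelium, had a log2 change of -0.15 (standard error 0.14, adjusted p = 0.67) on day 16 and -0.25 (standard error 0.14, adjusted p = 0.35) on day 23 in limma. This is the mRNA of Hnf4a, a different measure from the network score in the paper. Of 12 genes known as its targets, 1 was lower on day 16 and 1 on day 23, and 1 and 2 when adjusted over the list alone. On neither day was a gene of the list higher. The list did not pass camera on day 16 (median log2 change -0.15, or 0 with 5 genes known only as a bound set to it, camera adjusted p = 0.20, adjusted p = 0.63 with an estimated correlation) or on day 23 (median log2 change -0.29, or -0.03 with 4 genes known only as a bound set to it, camera adjusted p = 0.10, adjusted p = 0.50 with an estimated correlation).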

**Table 2:** Master regulators in colitis development.

Transcription factor^a^	Central regulator of	Time-point^b^					
		9	14	16	21	23	28
SP1	Lipid metabolism, inflammation		++	++		++	++
HNF4α	Endodermal development			++		++	
c-myc	cell proliferation	+	+	+		+	+
CREB1	Inflammation			+		+	+
p53	Apoptosis, cell cycle	+	+	+		+	+
NF-κB	Inflammation	+	+	+	+	+	
AP1	Inflammation			+		+	+
C/EBP-β	Lipid metabolism, inflammation			+			+
ESR1	Metabolism, inflammation					+	+

a Transcription factors were identified in biological networks generated using MetaCore™ software. Transcription factors represented in this table were identified in significant networks containing a minimal of 8 nodes.

b Level of significance of the transcription factor network is classified based on z-scores: +, z-score between 50 and 100; ++, z-score above 100. No score means that the networks for these transcription factors were not identified at the time-point or had a z-score below 50.

### Chemokines, Cytokines and Cell-adhesion Molecules in Recurrent TNBS-colitis

Each of the repeated challenges with TNBS was followed by increased expression of genes encoding mediators of acute inflammation such TNF-α, IL-1β, CHI3L1, as well as calprotectin or calgranulin C (S100a8 -a9). These S100-proteins are relevant to the pathogenesis, disease activity, diagnosis, and therapeutic management of IBD [17]. 

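The calprotectin genes rose 2 days after the first and the third instillation. S100a9 rose by 7.40 (standard error 1.38, adjusted p = 0.0034, above background in 1 of 4 healthy mice) on the log2 scale on day 9 and 5.94 (standard error 1.38, adjusted p = 0.0072) on day 23 in limma, and S100a8 rose by 6.64 (adjusted p = 0.021, above background in 2 of 4 healthy mice) and 5.07 (adjusted p = 0.044). On day 16 their log2 changes were 4.40 (adjusted p = 0.068) and 2.99 (adjusted p = 0.33). Chil1, the current symbol of CHI3L1, was at least 8.41-fold (adjusted p = 2.1e-04) higher on day 9, at least 2.96-fold (adjusted p = 0.0047) on day 16 and at least 6.34-fold (adjusted p = 1.7e-04) on day 23. Il1b rose by 3.07 (adjusted p = 0.015) on day 9 and 2.32 (adjusted p = 0.035) on day 23. Tnf passed the test against healthy mice on no day, at 2.26 (adjusted p = 0.13, above background in 1 of 4 healthy mice) on day 9 and 1.75 (adjusted p = 0.19, above background in 4 of 5 mice of day 23) on day 23, but was higher 2 than 7 days after an instillation (adjusted p = 0.015, above background in 13 of 15 mice 2 days after and 5 of 15 mice 7 days after). Of the 7 acute mediators, 5 were higher and none lower 2 than 7 days after, and 6 higher and none lower when adjusted over the list alone (median log2 change 2.21, or 1.68 with 2 genes known only as a bound set to it, camera adjusted p = 2.4e-09, adjusted p = 0.021 with an estimated correlation). For the acute mediators, the paper chose this list on these samples, so the count is not independent evidence of its direction.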

Apart from this acute response towards TNBS instillations, the adaptive arm of the immune system appeared to be of importance from day 23 onwards as shown by gene ontology analysis in Metacore™. This analysis also revealed a role for cell adhesion molecules and chemokines. 

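No T cell or B cell marker passed the test on day 23 or 28 in limma, over all genes or when adjusted over the list alone. The paper drew its view from gene ontology, which is a different measure. In its other study it also counted more CD4+ and CD8+ T cells in colon sections at endpoint. Marker mRNA of whole tissue does not count cells. The 12 T cell genes had a median log2 change of 0.15, or 0 with 3 genes known only as a bound set to it, on day 23 (camera adjusted p = 0.50) and -0.09, or -0.04 with 3 genes known only as a bound set to it, on day 28 (camera adjusted p = 0.98). The 14 B cell genes had -0.16, or -0.14 with 1 gene known only as a bound set to it, on day 23 (camera adjusted p = 0.64) and -0.60 on day 28 (camera adjusted p = 0.0092, adjusted p = 0.46 with an estimated correlation). On day 28, 14 genes of the interferon gamma response and 10 of MHC class II presentation had medians of 1.06 and 0.78. On day 23 these were -0.43 and -0.69, in each case with any gene known only as a bound set to it. In mouse 1 of day 23 the B cell genes averaged -2.42 log2 units against the healthy mean and the T cell genes -1.36. Without this mouse the medians on day 23 were 0.54 for B cells and 0.52 for T cells, and T cells shifted upwards (camera adjusted p = 0.025).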

The KEGG list of 69 cell adhesion molecules (CAMs), chemokines and chemokine receptors, that was previously applied to illustrate an important role of these molecules in mucosal biopsies of UC and CD patients [18], was used to evaluate their expression during the development of recurrent TNBS-colitis. A heat-map of the molecules on this list that showed significantly altered expression at one or more time points is presented in Figure 5A. Several endothelial and leukocyte CAMs that were increased in patients with colonic IBD were also enhanced in the mouse model, e.g. CD62L, ICAM1, MADCAM1, SELE, THY1, JAM3, and PECAM1. Moreover, several chemokines involved in the recruitment of leukocytes, i.e., CCL2 (MCP-1), CCL3 (MIP-1α), CCL4 (MIP-1β), CCL7 (MCP-3), CCL9 (MIP-1γ), CCL24 (eotaxin-2), CXCL-1 (KC), and CXCL-2 (MIP-2α) were induced as well. 

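Pecam1, an endothelial adhesion gene, rose by 0.96 (standard error 0.21, adjusted p = 0.0038) on the log2 scale on day 23 in limma, and a further probe had 0.52 (adjusted p = 0.25). Thy1 rose by 0.60 (standard error 0.17, adjusted p = 0.037) on day 16. Jam3, above background in 2 of 5 mice on day 23 and in none of the healthy mice, passed the test on day 23 (adjusted p = 0.046). Icam1 had a log2 change of 0.80 (adjusted p = 0.17) on day 9, and Madcam1 of 0.71 (adjusted p = 0.12) on day 16 and 0.65 (adjusted p = 0.13) on day 23. Of 12 adhesion genes, 2 were higher and none lower on day 23, and 9 higher and none lower when adjusted over the list alone (median log2 change 0.62, or 0.58 with 1 gene known only as a bound set to it, camera adjusted p = 8.4e-05, adjusted p = 0.084 with an estimated correlation). For the adhesion genes, the paper chose this list on these samples, so the count is not independent evidence of its direction. SELE was not analysed here.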

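Of 10 chemokine genes that the paper calls induced, 7 were higher and none lower on day 9 in limma, and 10 higher and none lower when adjusted over the list alone. The median log2 change was 3.13, or 1.87 with the 3 genes known only as a bound set to it (camera adjusted p = 3.5e-14, adjusted p = 0.022 with an estimated correlation). On day 16, 1 was higher and none lower, and 4 higher and none lower when adjusted over the list alone, and on day 23, 6 were higher and none lower, and 8 higher and none lower when adjusted over the list alone (median log2 change 2.07, or 1.77 with 3 genes known only as a bound set to it, camera adjusted p = 1.8e-08, adjusted p = 0.062 with an estimated correlation). Of 14 other chemokine and receptor genes of Figure 5, none was higher or lower on day 9 or 23. Adjusted over the list alone, 1 was higher and none lower on day 9 (median log2 change 0.09, or 0.02 with 3 genes known only as a bound set to it, camera adjusted p = 0.84, adjusted p = 0.95 with an estimated correlation), and none higher and none lower on day 23 (median log2 change -0.03, or -0.01 with 3 genes known only as a bound set to it, camera adjusted p = 0.66, adjusted p = 0.91 with an estimated correlation). Ccl7, a monocyte attractant, rose by 3.61 (standard error 0.52, adjusted p = 2.5e-04, above background in 3 of 4 healthy mice) on day 9, 2.78 (standard error 0.52, adjusted p = 0.0029) on day 16 and 3.27 (standard error 0.52, adjusted p = 2.5e-04) on day 23. Ccl3 was at least 4.58-fold (adjusted p = 0.022, above background in 4 of 5 mice of day 9) higher on day 9, and Cxcl1 rose by 3.53 (adjusted p = 0.0051, above background in 3 of 4 healthy mice). Ccl4 rose by 3.95 (adjusted p = 0.035, above background in 3 of 4 healthy mice) on day 9, and a further probe had 2.32 (adjusted p = 0.14). On day 23 Ccl9 rose by 1.66 (adjusted p = 4.8e-04) and Ccl24 rose by 3.20 (adjusted p = 0.0055, above background in 2 of 4 healthy mice). Ccl2 and Cxcl2 had adjusted p of 0.057 and 0.10 on day 9. For the chemokines, the paper chose this list on these samples, so the count is not independent evidence of its direction.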

Not all transcripts related to immune responses were up-regulated. Several genes encoding chemokines, including CCL21, and 25, and CXCL12, 14, and 15, showed gradually decreased expression during the development of colitis, indicative of a changing chemotactic profile during the progression of colon inflammation. 

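Of 9 chemokine genes that the paper calls decreased, none was higher and none lower along days 9 to 28 in limma, and 0 higher and 4 lower when adjusted over the list alone. Their median log2 change was -0.19 per week, downwards in camera (adjusted p = 1.8e-04, adjusted p = 0.0055 with an estimated correlation). Ccl25, a homing chemokine of the gut, had -0.27 (standard error 0.07, adjusted p = 0.12) log2 units per week, Ccl21a -0.23 (standard error 0.08, adjusted p = 0.37), Cxcl14 -0.12 (standard error 0.08, adjusted p = 0.73) and Cxcl12 -0.04 (standard error 0.05, adjusted p = 0.91). On day 23 the brightest probe of Cxcl12 was higher than in healthy mice by 0.60 (standard error 0.16, adjusted p = 0.019), while its other probes had -0.06 (adjusted p = 0.95) and -0.25 (adjusted p = 0.74). For these chemokines, the paper chose this list on these samples, so the count is not independent evidence of its direction.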

Multiplex analysis on serum samples revealed that concentrations of GM-CSF, MCP-1, MIP-1α, and MIP-1β were significantly increased at one or more time-points during the experiment, although they did not reflect colon tissue gene expression profiles for these chemokines (Figure 5B).

As reported previously, repeated challenges with TNBS are associated with a changing cytokine profile in colon, suggesting for a shift from Th1 to a Th17 profile, and eventually Th2 cells with fibrosis [15]. 

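Il4, a type 2 cytokine gene, was at least 1.18-fold (adjusted p = 0.049, above background in 4 of 5 mice of day 23) higher on day 23 than in healthy mice in limma, and had an adjusted p of 0.31 on day 28. It was above background in none of the healthy mice. Ifng, a type 1 cytokine gene, had an adjusted p of 0.49 on day 16, where it was above background in 3 of 5 mice and in none of the healthy mice. It passed the test on no day. A further probe had its lowest adjusted p, 0.38, on day 9, above background in 1 of 5 mice.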

In line with this study, IFN-γ gene expression was increased in our study, with a maximum on day 16, whereas IL-4 gene expression remained unchanged until the third TNBS challenge, after which a significant increase was observed (Figure 6A). However, mRNA expression profiles of cytokines considered significant for IBD or colitis, such IL-12p40, IL-23p19, IL-12p35, IL-17 did not differ from those in healthy tissue (data not shown).

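Il23a, the p19 chain gene, and Il17a were not above background in healthy mice or on any of the 6 days, so no fold is given. Their lowest adjusted p against healthy mice were 0.40, at the dimmer of 2 probes for Il23a, and 0.44 in limma. Il12a, the p35 chain gene, was above background in 1 of 4 healthy mice, and its lowest adjusted p was 0.64. The p40 chain of IL-12 was not analysed here.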

To establish whether these IBD-related cytokines were reflected in the periphery, serum samples were subjected to cytokine analysis employing multiplex technology. A shown in Figure 6B, we did not obtain evidence for a biased cytokine profile at any time-point.

### Involvement of Mast Cells and α-defensins in TNBS-colitis

A small subset of genes showed gradually increasing expression levels in time. This cluster mainly comprised mast cell specific genes (Figure 7A), including mast cell protease 1, 4, and 6 (*mcpt1, 4, 6)*, mast cell chymase (*cma2,*), carboxypeptidase A3 (*cpa3*), tryptase α/β1 (*tpsab*), and high-affinity IgE Fc receptor (*fcer1a*). 

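Mast cell genes rose together on day 28. Of 8 genes, 7 were higher and none lower in limma, and 8 higher and none lower when adjusted over the list alone. The median log2 change was 4.54, or 3.69 with the 4 genes known only as a bound set to it (camera adjusted p = 4.0e-25, adjusted p = 0.0056 with an estimated correlation). The chymase gene Cma2 was at least 24.8-fold (adjusted p = 4.0e-06) higher than in healthy mice, the protease gene Mcpt4 at least 11.5-fold (adjusted p = 2.0e-05) and Tpsb2, the current symbol of mcpt6, at least 2.59-fold (adjusted p = 3.2e-04, above background in 4 of 5 mice of day 28). Tpsab1, a tryptase gene, rose by 2.28 (standard error 0.43, adjusted p = 0.0051, above background in 1 of 4 healthy mice) on the log2 scale and Fcer1a, the alpha chain of the high-affinity IgE receptor, rose by 3.85 (standard error 0.49, adjusted p = 3.8e-05, above background in 2 of 4 healthy mice). Cma1, another chymase gene, had a log2 change of 1.14 (standard error 0.43, adjusted p = 0.22). For these genes, the paper chose this list on these samples, so the count is not independent evidence of its direction. Of 7 further mast cell markers, 1 was higher and none lower, and 2 higher and none lower when adjusted over the list alone (median log2 change 0.12, or 0 with 3 genes known only as a bound set to it, camera adjusted p = 0.079, adjusted p = 0.26 with an estimated correlation).

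**Figure D1:**
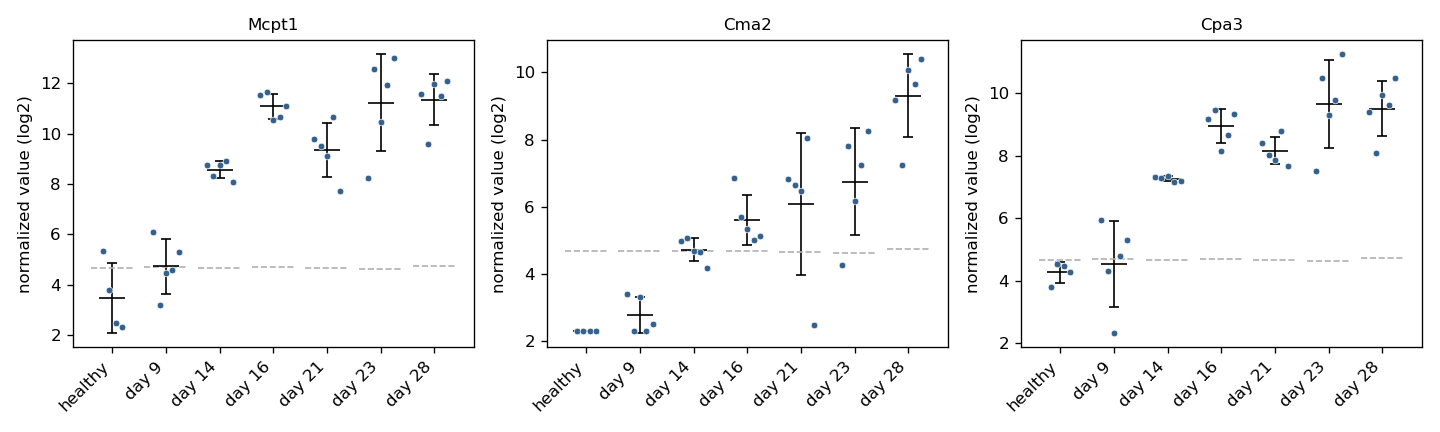
Normalized log2 values of Mcpt1, Cma2 and Cpa3 in each mouse, by day. Points are mice, bars the mean and SD of the group, and the dashed line the mean background of its arrays; on day 28 all 5 mice lie above all 4 healthy mice for each gene.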

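Mcpt1 encodes a chymase that mucosal mast cells secrete. Its normalized log2 value was 11.34 ± 1.02 (SD, n = 5) on day 28 and 3.48 ± 1.40 (SD, n = 4) in healthy mice. The log2 change was 7.87 (standard error 0.75, adjusted p = 4.1e-07 from limma), a fold of 233. It was above background in 1 of 4 healthy mice, so the fold rests on values near the floor. With a floor of 20 the log2 change was 6.77.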

Gene expression was induced up to 233-fold (*mcpt1,* day 28). The highest expression levels of these genes were observed during the later stages of this model, i.e. on days 23 and 28. 

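Mast cell genes were higher late than early over days 9 to 28, though not in a steady rise. Mcpt1 rose by 2.11 (standard error 0.23, adjusted p = 1.1e-06) log2 units per week in limma, Cma2 was higher along the trend (adjusted p = 1.1e-06), and Cpa3 rose by 1.68 (standard error 0.18, adjusted p = 9.3e-07), with its other probes also higher (adjusted p = 3.0e-04 and 1.1e-06). The normalized log2 value of Mcpt1 averaged 8.57 on day 14, 11.09 on day 16, 9.36 on day 21, 11.23 on day 23 and 11.34 on day 28. That of Cpa3 averaged 8.96, 8.17, 9.67 and 9.51 on days 16, 21, 23 and 28. On day 9 Mcpt1 was above background in 2 of 5 mice, the brightest probe of Cpa3 in 3 and Cma2 in none. No rate is given for Cma2 or the further probes of Cpa3, and the other rates depend on the floor. Of the mast cell genes, 6 were higher and none lower along the trend, and 8 higher and none lower when adjusted over the list alone (median log2 change 1.44, camera adjusted p = 1.2e-32, adjusted p = 5.9e-04 with an estimated correlation). On day 9 none was higher and none lower. Mcpt1 rose by 5.09 (adjusted p = 0.0018) on day 14 against healthy mice. From day 14 to day 28 Cma2 rose by 4.58 (standard error 0.73, adjusted p = 0.0072, above background in 4 of 5 mice of day 14), 1 gene of the list with none lower, and 6 higher and none lower when adjusted over the list alone (median log2 change 2.14, camera adjusted p = 3.3e-13, adjusted p = 0.021 with an estimated correlation). The paper chose this list on these samples for its gradual rise, so these list tests are not independent evidence of a rise.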

Immunohistochemical staining of FcεRI+ confirmed the presence of large numbers of mast cells in the lamina propria of affected colon tissue (data not shown). This was in line with increased numbers of mast cells stained by toluidine blue in affected colon tissue (Figure 7B). These results suggest a gradual increase of mast cells associated with the development of chronic colitis in this model.

Another set of genes that showed strongly affected expression levels encoded for antimicrobial peptides. 

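Paneth cells of the small intestine secrete α-defensins. On day 9 the α-defensin gene Defa31, the current symbol of defcr-rs7, was at least 45.5-fold (adjusted p = 3.1e-06) higher than in healthy colon in limma, Defa20 at least 10.9-fold (adjusted p = 0.0033, above background in 4 of 5 mice of day 9), Defa26 at least 5.52-fold (adjusted p = 9.2e-04, above background in 4 of 5 mice of day 9) and AY761185, another α-defensin gene, at least 10.9-fold (adjusted p = 5.1e-06, above background in 4 of 5 mice of day 9). A further probe for Defa20 had a log2 change of -0.44 (adjusted p = 0.49) and was not above background. Of 7 genes with an α-defensin symbol, which leaves out AY761185 and has a pseudogene in it, 3 were higher and none lower, and 3 higher and none lower when adjusted over the list alone (median log2 change 0.33, or 0 with 7 genes known only as a bound set to it, camera adjusted p = 8.4e-05, adjusted p = 0.033 with an estimated correlation). The paper's list has 11 α-defensin genes, of which only 4 were tested here. Of these 4, 3 were higher and none lower, and 3 higher and none lower when adjusted over the list alone. The median log2 change was 5.31, or 2.96 with the 4 genes known only as a bound set to it (camera adjusted p = 2.8e-07, adjusted p = 0.019 with an estimated correlation). For these 4 genes, the paper chose this list on these samples, so the count is not independent evidence of its direction. Of 11 markers of small intestinal enterocytes, 3 were higher and 1 lower on day 9, and 3 higher and 1 lower when adjusted over the list alone (median log2 change 0.35, or 0 with 6 genes known only as a bound set to it, camera adjusted p = 0.018, adjusted p = 0.24 with an estimated correlation), and their mean lay above all 4 healthy mice in 5 of 5 mice. Members of the α-defensin family are near-identical, so which member a probe measured is uncertain.

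**Figure D2:**
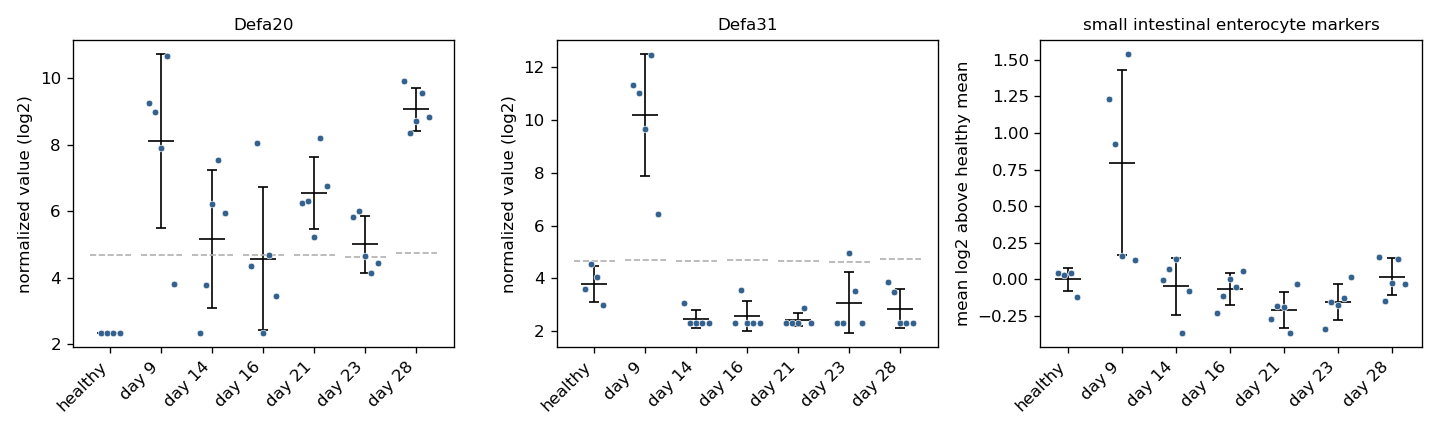
Normalized log2 values of Defa20 and Defa31 in each mouse, and the mean of the small intestinal enterocyte markers in log2 units above the healthy mean, by day. Points are mice, bars the mean and SD of the group, and the dashed line the mean background of its arrays; on day 28 Defa20 lies above all 4 healthy mice in all 5 mice.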

Expression of many members of the α-defensin family was transiently increased on day 9, immediately following the first intrarectal TNBS instillation (Figure 7C). 

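On day 28 Defa20 was at least 21.1-fold (adjusted p = 7.0e-04) higher than in healthy mice in limma and Defa26 at least 2.15-fold (adjusted p = 0.019, above background in 4 of 5 mice of day 28). The further probe for Defa20 had a log2 change of -0.20 (adjusted p = 0.85). Defa21 was not above background in either group (adjusted p = 0.62), and Defa31 had an adjusted p of 0.63. Of the 4 tested α-defensin genes of the paper's list, 2 were higher and none lower, and 2 higher and none lower when adjusted over the list alone. The median log2 change was 1.40, or 0.55 with the 4 genes known only as a bound set to it (camera adjusted p = 0.056, adjusted p = 0.35 with an estimated correlation). The mean of the small intestinal enterocyte markers lay above all 4 healthy mice in 2 of 5 mice on day 28. On days 14, 16, 21 and 23 the brightest probe of Defa20 was above background in 3, 2, 5 and 3 of 5 mice. It was above background in no healthy mouse, and the further probe was so in no mouse of any group. Defa31 was above background in 1 of 5 mice on day 23 and in none on days 14, 16 and 21. These counts of mice are not a test against healthy mice. Genes for Defa1, Defcr5 and Defcr6 were not analysed here.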

A subset of these defensins, including α-defensin 1 (*defa1*) and four α-defensin-related cryptdins (*defcr5*, *6*, *20* and *21* and *defcr-rs1*) also showed increased expression on day 28. These genes were induced up to 132-fold (*defcr-rs1*, day 28). This modulation was restricted to α-defensins, as the level β-defensin gene expression remained unchanged.

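Of 27 β-defensin genes, none was higher or lower on any of the 6 days in limma, over all genes or when adjusted over the list alone. Their median log2 change was 0.05, or 0 with 21 genes known only as a bound set to it, on day 9 (camera adjusted p = 0.32) and 0.04, or 0 with 21 genes known only as a bound set to it, on day 28 (camera adjusted p = 0.82).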

## Discussion

To gain insight into the pathogenesis of IBD, a variety of animal models reflecting different aspects of the disease are used [10], [11], [19]. Most IBD models result from exogenous manipulation; they can be categorized based on induction by chemicals, immune cell transfer, or gene targeting [19]. Models based on immune cell transfer, such as the CD45RB^Hi^ T-cell transfer model, and models based on gene targeting, such as the IL-10 knockout mouse model, present excellent models to study mechanisms involved in the pathogenesis IBD [20]. Nonetheless, these models have the disadvantage of lacking a fully functional immune system. These limitations do not apply for models of colitis induced by DSS or TNBS. However, these models usually have the disadvantage of being mediated by damage and being relatively insensitive to anti-inflammatory drugs. In this respect the recurrent TNBS colitis model is more promising. This model has been proposed because the induced pathology reflects the chronic and relapsing immune activation processes underlying human IBD resulting in late onset of fibrosis [13], [15]. In this report, we show results obtained in a modified version of this model, limiting the duration to first three weeks of colitis development. We show its sensitivity to immunosuppression by local corticosteroid treatment with budesonide which is a relevant compound in clinical treatment of patients with CD. Moreover, we recently showed that the model is sensitive to pretreatment with probiotic bacteria [16].

Our initial work to develop a model for colitis was largely inspired by the work of Neurath et al. who showed that TNBS-induced colitis is mediated by Th1 cells [21]. However, in our hands this model showed in SJL mice substantial mortality and variation, which was partly explained by the source of the animals and the type of chow diet (data not shown). Modifications to the protocol, as indicated by Wirtz et al [5], i.e. skin sensitization with TNBS prior to intrarectal challenges with TNBS, decreased the mortality rate in this model. Nevertheless, the limited therapeutic window of 2 days in the acute model prompted us to evaluate the characteristics of a recurrent TNBS-colitis model described by Fichtner-Feigl et al [15], allowing for prolonged treatment during a period of several weeks.

Our study further characterizes the processes underlying or associated with the early stage development of colitis in this model, i.e. a time frame of 3 weeks, by performing genome wide transcriptome analysis on colon tissue. This approach revealed that each intrarectal TNBS challenge induced a complex set of genes encoding molecules that are generally associated with an acute phase inflammatory response, such as TNFα, IL-6, calgranulins S100a8 and 9, and reg3γ. In addition, each intrarectal TNBS challenge was associated with an enhanced expression of genes encoding a set of chemokines; MCP-1 (CCL-2), MIP-1α (CCL3) and MIP-1β (CCL4), CCL7, CCL9, CCL11, CCL24, CXCL2 and CXCL4, showed a similar acute phase expression pattern, consistent with the influx of inflammatory cells. Moreover, serum concentrations of GM-CSF, MCP-1, MIP-1α, and MIP-1β were significantly increased in particular two days after each TNBS challenge. These data suggest that each TNBS challenge induces transient chemokine production in the colon, which likely drives the attraction of innate and adaptive immune cells to the site of TNBS-induced tissue damage. 

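Il6 was above background in 1 of 5 mice on day 9 and in none of the healthy mice, with an adjusted p of 0.20 on day 9 and 0.59 on day 23 in limma. Reg3g, which encodes an antibacterial lectin, was above background in 4 of 5 mice on day 9, 3 of 5 on day 23 and none of the healthy mice (adjusted p = 0.22 and 0.061). It was higher 2 than 7 days after an instillation (adjusted p = 0.026, above background in 7 of 15 mice 2 days after and 0 of 15 mice 7 days after), at least 1.05-fold, but with a floor of 20 it did not pass (adjusted p = 0.071). Reg3b, a related lectin gene, rose by 5.72 (adjusted p = 0.034, above background in 1 of 4 healthy mice) on day 9 and 6.11 (adjusted p = 0.0085) on day 23.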

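Compared 2 with 7 days after an instillation, of the 10 chemokine genes called induced 9 were higher and none lower in limma, and 10 higher and none lower when adjusted over the list alone (median log2 change 1.86, or 1.77 with 2 genes known only as a bound set to it, camera adjusted p = 1.1e-17, adjusted p = 0.0055 with an estimated correlation). Ccl9 was higher by 1.71 (standard error 0.15, adjusted p = 6.9e-08) on the log2 scale, Ccl11, the eotaxin gene, by 1.03 (standard error 0.18, adjusted p = 6.1e-04) and Pf4, which encodes CXCL4, by 1.83 (standard error 0.22, adjusted p = 3.0e-06). Ccl2 was higher too (adjusted p = 0.014, above background in 9 of 15 mice 2 days after and 2 of 15 mice 7 days after). As before, the paper chose this list on these samples, so the count is not independent evidence of its direction.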

The involvement of these chemokines is relevant for human IBD since the majority is also elevated in tissues of UC and CD patients [22]–[24].

In addition, CXCL1 and CXCL2, which are chemokines with strong angiogenic effects, were strongly induced by the first intrarectal TNBS challenge and this was followed by the enrichment of a large cluster of genes encoding factors that are involved in angiogenesis, including FGF, endothelin-1, and VEGF-D. These data are suggestive for a link between the process of inflammation and angiogenesis in this model. 

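Vegfd, a vessel growth factor gene, rose by 1.42 (standard error 0.38, adjusted p = 0.048, above background in 3 of 4 healthy mice) on the log2 scale on day 9 and 1.86 (standard error 0.38, adjusted p = 0.0027) on day 23 in limma. Edn1 fell by 1.87 (standard error 0.32, adjusted p = 0.0014) on day 16, and its log2 change was -1.87 (adjusted p = 5.2e-04) on day 23 and -1.53 (adjusted p = 0.012) on day 28. Of 7 angiogenic factor genes, 2 were higher and 1 lower on day 23, and 3 higher and 2 lower when adjusted over the list alone (median log2 change 0.46, or 0 with 1 gene known only as a bound set to it, camera adjusted p = 0.56, adjusted p = 0.82 with an estimated correlation). For the angiogenic factors, the paper chose this list on these samples, so the count is not independent evidence of its direction.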

Importantly, angiogenesis has been described as an important component in the pathogenesis and potential target for treatment of IBD [25].

Interestingly, the expression of a set of genes encoding chemokines involved in homeostatic processes, including CCL21, CCL25, CCL27 and CCL28, was gradually down-regulated in our TNBS colitis model. 

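Ccl28, a chemokine gene of mucosal epithelium, fell by 1.50 (standard error 0.27, adjusted p = 6.5e-04) on the log2 scale on day 23 in limma, and had 0.03 (standard error 0.08, adjusted p = 0.96) per week along days 9 to 28. Ccl27a had 0.01 (standard error 0.12, adjusted p = 0.99) per week. Compared 2 with 7 days after an instillation, Ccl28 had a log2 change of -0.72 (adjusted p = 0.0026) and Ccl27a, above background in 5 and 11 of 15 mice, of -0.78 (adjusted p = 0.029), with -0.18 (adjusted p = 0.83) for a further probe of Ccl27a. Such a fall 2 days after pushes the trend upwards, since those days come earlier on average. The flat rates therefore do not exclude a gradual decrease.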

As these chemokines are involved in mucosal lymphoid structure development [26], our findings suggest that normal lymphatic tissue regeneration is affected in the model. This was substantiated by the observation that colitic tissue contained lower levels of transcripts associated with B cells (Cd19, Cxcr5, Tnfrsf13c, and Pou2af1) and intraepithelial lymphocytes [27] (IL-15, IL-7, and CD3γ).

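Pou2af1, a coactivator gene of B cells, fell by 1.77 (standard error 0.47, adjusted p = 0.044) on the log2 scale on day 9 in limma, and on day 23 Il15 and Il7 had log2 changes of -0.62 (adjusted p = 0.029) and -0.62 (adjusted p = 0.041). Of the further probes for Il15, 1 had -0.96 (adjusted p = 4.9e-04) on day 23 and -0.67 (adjusted p = 0.017) on day 16, and the other was at least 1.25-fold (adjusted p = 0.020) and at least 1.19-fold (adjusted p = 0.017) lower. On day 16 the brightest probe had -0.48 (adjusted p = 0.13). Cxcr5 and Tnfrsf13c passed the test on no day. Of the 3 B cell transcripts, none was higher and 1 lower on day 9, and 0 higher and 1 lower when adjusted over the list alone (median log2 change -1.77, camera adjusted p = 0.037, adjusted p = 0.41 with an estimated correlation). Their medians were -1.19 and -1.01 on days 21 and 28, but 0.42, 0.46 and -0.13 on days 14, 16 and 23. The 14 other B cell markers, with bounds, had medians of -0.83 and -0.82 on days 9 and 21. On days 14 and 16 these markers had 0.16 and 0.37. Cd3g had a log2 change of -0.47 (adjusted p = 0.61, above background in 4 of 5 mice of day 23) on day 23, and a slight change upwards without mouse 1 of that day. Of the 3 transcripts of intraepithelial lymphocytes, none was higher and 2 were lower on day 23, and 0 higher and 2 lower when adjusted over the list alone (median log2 change -0.62, camera adjusted p = 0.036, adjusted p = 0.11 with an estimated correlation). For the 3 B cell and the 3 intraepithelial transcripts, the paper chose the lists on these samples, so the counts are not independent evidence of their direction.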

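Genes of absorptive colonocytes were lower on day 16, 5 of 14 with none higher in limma, and 0 higher and 6 lower when adjusted over the list alone (median log2 change -0.70, camera adjusted p = 5.8e-06, adjusted p = 0.033 with an estimated correlation). Of 85 genes of oxidative phosphorylation, none was higher and 6 were lower on day 23, and 0 higher and 6 lower when adjusted over the list alone (median log2 change -0.17, camera adjusted p = 3.5e-06, adjusted p = 0.32 with an estimated correlation). Of 15 genes of fatty acid oxidation, none was higher and 2 were lower on day 23, and 0 higher and 3 lower when adjusted over the list alone (median log2 change -0.29, or -0.23 with 2 genes known only as a bound set to it, camera adjusted p = 0.047, adjusted p = 0.40 with an estimated correlation).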

Many genes that showed reduced expression upon TNBS colitis induction were related to metabolic processes. These main affected metabolic functions based on gene expression shifts comprise of changes in oxidative stress response processes, methylation, lipid biosynthesis, and small molecule metabolism. These observations reflect the strong connection between immune and metabolic response systems in the gut, as described Shulzhenko et al [28].

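Of 19 lipid and cholesterol synthesis genes, none was higher and 5 were lower on day 21 in limma, and 0 higher and 11 lower when adjusted over the list alone (median log2 change -0.65, camera adjusted p = 2.0e-09, adjusted p = 0.11 with an estimated correlation). Of 19 genes of the oxidative stress response, 3 were higher and 2 lower on day 23, and 5 higher and 4 lower when adjusted over the list alone (median log2 change 0.05, camera adjusted p = 0.51, adjusted p = 0.78 with an estimated correlation). Of 14 genes of methylation and one-carbon metabolism, none was higher and 2 were lower on day 23, and 0 higher and 2 lower when adjusted over the list alone. Their median log2 change was 0.09, or 0 with 3 genes known only as a bound set to it, and camera's direction down (adjusted p = 0.91).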

Mast cell influx is one of the key features of the model presented in this paper, as observed by microarray and histological examination. The transcriptomics data revealed progressively elevated mRNA levels of genes encoding mast cell specific products such as proteases 1, 4 and 6 (mcpt-1, -4, -6), carboxypeptidase 3 (cpa3), and high affinity Fc receptor for IgE (FcεRI). Mast cell infiltration was confirmed by increased numbers of toluidine blue positive mast cells as well as increases in FcεRI+ cells in the affected lamina propria. The attraction of mast cell progenitors from the blood depends on several factors, in particular local chemokine expression. These include, CCL2, CCXL4, CCL3, CCL24, and CCL11 [26], [29]. These chemokines were up- regulated during acute inflammation phases of the model and may therefore contribute to the temporal migration/recruitment of these cells to the inflamed mucosa. Interestingly, protective effects of probiotics in this model were associated with reduced expression of these chemokines [16]. Also in biopsies of CD and UC patients mucosal accumulation of mast cells has been observed [30]–[33]; however, the causative relationship between the development of IBD and numbers or activation state of mast cells has not been established. As mast cells are known to produce and release a plethora of mediators involved in pro-inflammatory as well as regulatory and active tissue repair processes [32], [34], [35], we hypothesize that they may exert differential effects depending on the stage of the inflammation processes.

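Ang4 rose by 4.27 (standard error 0.97, adjusted p = 0.039) on the log2 scale on day 14 in limma, 5.34 (adjusted p = 0.0022) on day 16, 4.40 (adjusted p = 0.028) on day 21, 4.56 (adjusted p = 0.0034) on day 23 and 5.57 (adjusted p = 0.0021) on day 28. Reg4, a lectin gene of secretory epithelium, rose by 2.27 (adjusted p = 0.0060) on day 16, 1.90 (adjusted p = 0.012) on day 23 and 2.25 (adjusted p = 0.012) on day 28. Of Ang4, Reg4 and Reg3g, 2 were higher and none lower on day 28, and 2 higher and none lower when adjusted over the list alone. The median log2 change was 2.25, or 2.25 with the 1 gene known only as a bound set to it (camera adjusted p = 0.0019, adjusted p = 0.029 with an estimated correlation). For these genes, the paper chose this list on these samples, so the count is not independent evidence of its direction. Pla2g2a was not analysed here.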

The induction of colitis was associated with an increased expression of a cluster α-defensins together with the expression of other antimicrobial peptides, such as angiogenin 4 (ang4), regenerating islet derived antimicrobial peptides RegIIIγ and RegIV (reg3g and reg4, respectively), and secretory phospholipase A2 type IIA (pla2a2a/pla2g2a). Although all of these anti-microbial peptides have been described as products of Paneth cells in the small intestine, we have not been able to demonstrate the origin of these transcripts in the colon. Staining with Lendrum’s phloxine-tartrazine or immunohistochemical staining for lysozyme P did not confirm the presence of Paneth cells in the affected colon tissue (data not shown). It is tempting to speculate that these genes are indicative of the presence of metaplastic Paneth cells, which have been reported in both colonic CD and UC biopsies [36]–[38], whereas they are not found in healthy colon tissue [39], [40]. In patients these cells showed increased expression of human α-defensins DEFA5 and DEFA6 in the colon [22], [38], [41], [42]. Additional studies are needed to establish the origin of the antimicrobial peptide gene expression in affected colon tissue.

In conclusion, this recurrent TNBS-colitis model, adapted to comprise both transient acute inflammatory processes and gradually developing chronic inflammation, reflects several clinical and histopathological features of human IBD. The temporal gene expression profiles generated in this study revealed distinct processes involved in the onset and progression of disease in this model, and this knowledge may help to identify novel targets and therapeutic approaches for IBD.

## Materials and Methods

### Mouse Colitis Model

All experiments were performed with female BALB/c mice (8 wk old, 18–22 g) obtained from Janvier (St. Berthevin, France). Mice were conventionally housed under controlled temperature (22–24°C) and photoperiod (12 h light-dark cycle), and had free access to standard mouse chow (SSNIFF R/M-H, BioServices B.V., Uden, The Netherlands) and acidified tap water. Animal experiments were approved by the Institutional Animal Care and Use Committee of The Netherlands Organization for Applied Scientific Research (TNO), approval number DEC2982 and were in compliance with European Community specifications regarding the use of laboratory animals.

To induce colitis, mice were exposed to intracolonic administration of step-wise increasing doses of TNBS (Figure 8). Seven days prior to the first intracolonic TNBS administration, mice were sensitized by a single application of 3.75 mg of TNBS (Sigma-Aldrich, Zwijndrecht, The Netherlands) in 48% (v/v) ethanol on the shaved dorsal skin. On days 7, 14 and 21, mice were lightly anaesthesized with isoflurane and subsequently 0.75, 1.5 and 2.25 mg TNBS in 40% (v/v) ethanol was administered per rectum via a 2.0 mm tube (Unomedical A/S, Birkerød, Denmark) connected with a 1.0 ml syringe, which was advanced into the rectum for approximately 3 cm. Upon administration of 150 µl of TNBS solution, mice were held in a vertical position for 30 seconds to allow for equal distribution.

### Study Design

In this report, the results of 2 experiments (Figure 8) are discussed in detail. In study 1, induction of colitis was performed as described above and at day 28 all animals were sacrificed for assessment of all relevant parameters. In this study, local budesonide (3 mg/kg) treatment was included as a positive treatment control. Budesonide was administered 3× per week starting one day prior to the first rectal TNBS administration, i.e. day 6. Budesonide (Sigma-Aldrich, Zwijndrecht, The Netherlands) was prepared in PBS containing 2.5% (v/v) Tween-80 and 2.5% (v/v) ethanol. In study 2, we performed a time-course study to evaluate the development of colitis by macroscopy, cytokine profiling and gene expression profiling. In this study, one group of animals (n = 8) was included for each time-point in the study. The selected time-points 2 and 7 days after each TNBS administration, 8 mice were sacrificed, as indicated in Figure 8.

### Colon Macroscopy

Severity of colitis was assessed by macroscopical analysis directly upon sacrifice. After colon length was measured, feces were removed by gentle pressure with forceps. Subsequently, colon weight was measured. Finally, colon thickness was measured with a digital caliper at 1, 2, and 3 cm from the anus.

### Histological Assessment of Colitis

Following measurement of macroscopy parameters, colons were dissected and fragments were fixed in 4% buffered formalin and embedded in paraffin. Sections of 5 µm were stained by hematoxylin-eosin-saffron. Inflammation was scored in a blinded manner for 3 non-sequential sections per colon fragment at a 400× magnification, according to a semi quantitative (0–4) scoring system, based on number of infiltrating cells and mucosal damage. Mast cells were evaluated after staining with toluidine blue [43] at a 400× magnification.

### Immunohistochemical Analysis of Cellular Infiltrates

Dissected colon fragments were immediately immersed in Tissue Tek OCT compound (Sakura Finetel, Torrance, CA, USA) and cryopreserved in liquid nitrogen. Immunohistochemistry was performed on 6 µm sections with primary antibodies specific for CD4 (L3T4.), CD8 (53–6.7), CD11b (M1/70), and F4/80 (CI-A3-1all obtained from BD Biosciences (San Diego, CA, USA). After incubation, biotinylated antibodies were detected by incubation with streptavidin-HRP (Vector Laboratories, Burlingame, CA, USA) using 3-amino-9-ethylcarbozole (Sigma) as a substrate. Immunopositive cells were counted at a 400× magnification and normalized against the colon tissue surface area. For immunofluorescence, primary antibodies and according Texas red and fluorescein labeled secondary antibodies were applied. Slides were covered with Vectashield (H1000) mounting medium with DAPI Vector).

### Cytokine and Chemokine Quantification in Serum

Cytokine concentrations in serum obtained at each sacrifice were determined by Multiplex analyses. For this purpose, serum was diluted and assayed with the Bio-Plex Pro 23-Plex Panel, for IL-1α, -1β, -2, -3, -4, -5, -6, -9, -10, -12(p40), -12(p70), -13, -17, IFN-γ, TNF-α, RANTES, MIP-1α and -1β, MCP-1, KC, G-CSF, GM-CSF, and eotaxin protein (Bio-Rad Laboratories, Hercules, CA, USA). The beads were read on a LiquiChip 200, (Qiagen, Hombrechtikon, Switzerland), and data were analyzed by the five parameter curve fitting in Luminex100 IS Software. Cytokine concentrations were corrected for the dilution factor and presented in pg/ml or as relative concentrations to the average concentration in healthy mice.

### Transcriptome Analysis

Total RNA from frozen intestinal tissue was isolated using TRIzol reagent (Invitrogen, Breda, The Netherlands) according to the manufacturer’s instructions. RNA was treated with DNAse and purified using Nucleospin RNAII Total RNA Isolation kit (Macherey-Nagel, Düren, Germany), according to manufacturer’s protocol.

The quality control of RNA samples, RNA labeling and hybridization were performed at ServiceXS (Leiden, The Netherlands). RNA concentration was assessed using a Nanodrop ND-1000 spectrophotometer (Nanodrop Technologies, Wilmington, DE, U.S.A). The RNA quality and integrity was determined using Lab-on-Chip analysis on an Agilent 2100 Bioanalyzer (Agilent Technologies, Inc., Santa Clara, CA, U.S.A.). The RNA integrity numbers (RIN) of all RNA samples had values above 7.3. Biotinylated cRNA was prepared using the Illumina TotalPrep RNA Amplification Kit (Ambion, Inc., Austin, TX, U.S.A.) according to the manufacturer’s specifications starting with 500 ng total RNA. Per sample, 750 ng of cRNA was used to hybridize to the Sentrix MouseRef-8 BeadChips (Illumina, Inc., San Diego, CA, U.S.A.). Each BeadChip contains eight arrays and each of the arrays harbors 25697 probes. Hybridization and washing were performed according to the Illumina standard assay procedure. Scanning was performed on the Illumina iScanner (Illumina, Inc., San Diego, CA, U.S.A.). Image analysis and extraction of raw and background subtracted expression data were performed with Illumina Beadstudio v3 Gene Expression software using default settings. The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [44] and are accessible through GEO Series accession number GSE35609 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE35609). GeneSpring GX 11.0 was used for quantile normalization of the probe-level, background subtracted expression values. After the normalization, unexpressed probes were removed from the further analyses. All expression values below 5 (2.322 on log2 scale) were floored to 5. Differentially expressed probes were identified using the limma package of the R/Bioconductor project, applying linear models and moderated t-statistics that implement empirical Bayes regularization of standard errors [45]. The statistical analyses were performed through The Remote Analysis Computation for gene Expression data (RACE) suite at http://race.unil.ch [46]. False Discovery Rate (FDR) corrected p-values of 0.05 was used as threshold for significance of the differential expression. Fold changes relative to healthy control mice are presented. GEO Processes were identified using Metacore Software V6.11.

RT-qPCR for a set of genes (CCL2, CCL11, CCL24, cldn-1, cldn-4, cldn-11) showed a high correlation with data obtained by microarrays, and thereby confirmed the relative gene expression presented in the figures (data not shown).

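On the arrays Cldn4, a claudin gene of tight junctions, rose by 1.46 (standard error 0.31, adjusted p = 0.0071) on the log2 scale on day 16 and 2.44 (standard error 0.31, adjusted p = 1.9e-05) on day 23 in limma, and Ccl11 rose by 1.19 (standard error 0.34, adjusted p = 0.028) on day 23. Cldn1 was at least 1.55-fold (adjusted p = 0.037) lower on day 16. Cldn11 was not above background in healthy mice and passed the test on no day. Of the 6 genes, 3 were higher and none lower on day 23, and 3 higher and none lower when adjusted over the list alone (median log2 change 1.42, or 0.61 with 2 genes known only as a bound set to it, camera adjusted p = 0.0070, adjusted p = 0.14 with an estimated correlation). The RT-qPCR values were not analysed here.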

## Supporting Information

Table S1 **The enrichment of GO biological process terms on day 9, 14, 16, 21, 23 and 28 in the recurrent TNBS colitis model.**
(XLSX)

Table S2 **Serum cytokines and chemokines in TNBS-induced colitis.**
(DOC)

## References

[1] EngelMA, NeurathMF (2010) New pathophysiological insights and modern treatment of IBD. Journal of Gastroenterology 45: 571–583.2021333710.1007/s00535-010-0219-3

[2] XavierRJ, PodolskyDK (2007) Unravelling the pathogenesis of inflammatory bowel disease. Nature 448: 427–434.1765318510.1038/nature06005

[3] KozuchPL, HanauerSB (2008) Treatment of inflammatory bowel disease: A review of medical therapy. World Journal of Gastroenterology : WJG 14: 354–377.1820065910.3748/wjg.14.354PMC2679125

[4] KawadaM, ArihiroA, MizoguchiE (2007) Insights from advances in research of chemically induced experimental models of human inflammatory bowel disease. World Journal of Gastroenterology : WJG 13: 5581–5593.1794893210.3748/wjg.v13.i42.5581PMC4172737

[5] WirtzS, NeufertC, WeigmannB, NeurathMF (2007) Chemically induced mouse models of intestinal inflammation. Nature Protocols 2: 541–546.1740661710.1038/nprot.2007.41

[6] NeurathM, FussI, StroberW (2000) TNBS-colitis. International Reviews of Immunology 19: 51–62.1072367710.3109/08830180009048389

[7] PaiottiAP, MiszputenSJ, OshimaCT, Artigiani NetoR, RibeiroDA, et al (2011) Etanercept attenuates TNBS-induced experimental colitis: Role of TNF-alpha expression. Journal of Molecular Histology 42: 443–450.2186332910.1007/s10735-011-9349-z

[8] ShenC, de HertoghG, BullensDM, Van AsscheG, GeboesK, et al (2007) Remission-inducing effect of anti-TNF monoclonal antibody in TNBS colitis: Mechanisms beyond neutralization? Inflammatory Bowel Diseases 13: 308–316.1720670810.1002/ibd.20005

[9] MencarelliA, RengaB, PalladinoG, DistruttiE, FiorucciS (2009) The plant sterol guggulsterone attenuates inflammation and immune dysfunction in murine models of inflammatory bowel disease. Biochemical Pharmacology 78: 1214–1223.1955567110.1016/j.bcp.2009.06.026

[10] ElsonCO, CongY, LorenzR, WeaverCT (2004) New developments in experimental models of inflammatory bowel disease. Current Opinion in Gastroenterology 20: 360–367.1570366510.1097/00001574-200407000-00010

[11] StroberW, FussIJ (2006) Experimental models of mucosal inflammation. Advances in Experimental Medicine and Biology 579: 55–97.1662001210.1007/0-387-33778-4_5

[12] Fichtner-FeiglS, FussIJ, PreissJC, StroberW, KitaniA (2005) Treatment of murine Th1- and Th2-mediated inflammatory bowel disease with NF-kappa B decoy oligonucleotides. The Journal of Clinical Investigation 115: 3057–3071.1623996710.1172/JCI24792PMC1257534

[13] LawranceIC, WuF, LeiteAZ, WillisJ, WestGA, et al (2003) A murine model of chronic inflammation-induced intestinal fibrosis down-regulated by antisense NF-kappa B. Gastroenterology. 125: 1750–1761.10.1053/j.gastro.2003.08.02714724828

[14] Fichtner-FeiglS, StroberW, GeisslerEK, SchlittHJ (2008) Cytokines mediating the induction of chronic colitis and colitis-associated fibrosis. Mucosal Immunology 1 Suppl 1 S24–7.1907922310.1038/mi.2008.41PMC3673699

[15] Fichtner-FeiglS, FussIJ, YoungCA, WatanabeT, GeisslerEK, et al (2007) Induction of IL-13 triggers TGF-beta1-dependent tissue fibrosis in chronic 2,4,6-trinitrobenzene sulfonic acid colitis. Journal of Immunology (Baltimore, Md. : 1950) 178: 5859–5870.10.4049/jimmunol.178.9.585917442970

[16] MarimanR, KremerB, van ErkM, LagerweijT, KoningF, et al (2012) Gene expression profiling identifies mechanisms of protection to recurrent trinitrobenzene sulfonic acid colitis mediated by probiotics. Inflammatory Bowel Diseases 18: 1424–1433.2216202510.1002/ibd.22849

[17] ManolakisAC, KapsoritakisAN, TiakaEK, PotamianosSP (2011) Calprotectin, calgranulin C, and other members of the s100 protein family in inflammatory bowel disease. Digestive Diseases and Sciences 56: 1601–1611.2120390310.1007/s10620-010-1494-9

[18] ArijsI, De HertoghG, MachielsK, Van SteenK, LemaireK, et al (2011) Mucosal gene expression of cell adhesion molecules, chemokines, and chemokine receptors in patients with inflammatory bowel disease before and after infliximab treatment. The American Journal of Gastroenterology 106: 748–761.2132622210.1038/ajg.2011.27

[19] WirtzS, NeurathMF (2007) Mouse models of inflammatory bowel disease. Advanced Drug Delivery Reviews 59: 1073–1083.1782545510.1016/j.addr.2007.07.003

[20] StroberW (2008) Why study animal models of IBD? Inflammatory Bowel Diseases 14 Suppl 2 S129–31.1881665410.1002/ibd.20667

[21] NeurathMF, FussI, KelsallBL, StuberE, StroberW (1995) Antibodies to interleukin 12 abrogate established experimental colitis in mice. The Journal of Experimental Medicine 182: 1281–1290.759519910.1084/jem.182.5.1281PMC2192205

[22] NobleCL, AbbasAR, CorneliusJ, LeesCW, HoGT, et al (2008) Regional variation in gene expression in the healthy colon is dysregulated in ulcerative colitis. Gut 57: 1398–1405.1852302610.1136/gut.2008.148395

[23] NobleCL, AbbasAR, LeesCW, CorneliusJ, ToyK, et al (2010) Characterization of intestinal gene expression profiles in crohn’s disease by genome-wide microarray analysis. Inflammatory Bowel Diseases 16: 1717–1728.2084845510.1002/ibd.21263

[24] GijsbersK, GeboesK, Van DammeJ (2006) Chemokines in gastrointestinal disorders. Current Drug Targets 7: 47–64.1645469910.2174/138945006775270222

[25] DaneseS, SansM, de la MotteC, GrazianiC, WestG, et al (2006) Angiogenesis as a novel component of inflammatory bowel disease pathogenesis. Gastroenterology 130: 2060–2073.1676262910.1053/j.gastro.2006.03.054

[26] ZimmermanNP, VongsaRA, WendtMK, DwinellMB (2008) Chemokines and chemokine receptors in mucosal homeostasis at the intestinal epithelial barrier in inflammatory bowel disease. Inflammatory Bowel Diseases 14: 1000–1011.1845222010.1002/ibd.20480PMC4114077

[27] PorterBO, MalekTR (2000) Thymic and intestinal intraepithelial T lymphocyte development are each regulated by the gammac-dependent cytokines IL-2, IL-7, and IL-15. Seminars in Immunology 12: 465–474.1108517910.1006/smim.2000.0264

[28] ShulzhenkoN, MorgunA, HsiaoW, BattleM, YaoM, et al (2011) Crosstalk between B lymphocytes, microbiota and the intestinal epithelium governs immunity versus metabolism in the gut. Nature Medicine 17: 1585–1593.10.1038/nm.2505PMC390204622101768

[29] HallgrenJ, GurishMF (2011) Mast cell progenitor trafficking and maturation. Advances in Experimental Medicine and Biology 716: 14–28.2171364910.1007/978-1-4419-9533-9_2PMC3554263

[30] Stenton GR, Vliagoftis H, Befus AD (1998) Role of intestinal mast cells in modulating gastrointestinal pathophysiology. Annals of Allergy, Asthma & Immunology : Official Publication of the American College of Allergy, Asthma, & Immunology 81: 1–11; quiz 12–5.10.1016/S1081-1206(10)63105-59690568

[31] RaithelM, MatekM, BaenklerHW, JordeW, HahnEG (1995) Mucosal histamine content and histamine secretion in crohn’s disease, ulcerative colitis and allergic enteropathy. International Archives of Allergy and Immunology 108: 127–133.754949910.1159/000237129

[32] HeSH (2004) Key role of mast cells and their major secretory products in inflammatory bowel disease. World Journal of Gastroenterology : WJG 10: 309–318.1476074810.3748/wjg.v10.i3.309PMC4724914

[33] AndohA, DeguchiY, InatomiO, YagiY, BambaS, et al (2006) Immunohistochemical study of chymase-positive mast cells in inflammatory bowel disease. Oncology Reports 16: 103–107.16786130

[34] RijnierseA, NijkampFP, KraneveldAD (2007) Mast cells and nerves tickle in the tummy: Implications for inflammatory bowel disease and irritable bowel syndrome. Pharmacology & Therapeutics 116: 207–235.1771908910.1016/j.pharmthera.2007.06.008

[35] TheoharidesTC, AlysandratosKD, AngelidouA, DelivanisDA, SismanopoulosN, et al (2012) Mast cells and inflammation. Biochimica Et Biophysica Acta 1822: 21–33.2118537110.1016/j.bbadis.2010.12.014PMC3318920

[36] CunliffeRN, RoseFR, KeyteJ, AbberleyL, ChanWC, et al (2001) Human defensin 5 is stored in precursor form in normal paneth cells and is expressed by some villous epithelial cells and by metaplastic paneth cells in the colon in inflammatory bowel disease. Gut 48: 176–185.1115663710.1136/gut.48.2.176PMC1728187

[37] FahlgrenA, HammarstromS, DanielssonA, HammarstromML (2003) Increased expression of antimicrobial peptides and lysozyme in colonic epithelial cells of patients with ulcerative colitis. Clinical and Experimental Immunology 131: 90–101.1251939110.1046/j.1365-2249.2003.02035.xPMC1808590

[38] PerminowG, BeisnerJ, KoslowskiM, LyckanderLG, StangeE, et al (2010) Defective paneth cell-mediated host defense in pediatric ileal crohn’s disease. The American Journal of Gastroenterology 105: 452–459.1990424310.1038/ajg.2009.643

[39] SommersSC (1966) Mast cells and paneth cells in ulcerative colitis. Gastroenterology 51: 841–850.5332241

[40] BoultonRA, UsselmannB, MohammedI, JankowskiJ (2003) Barrett’s esophagus: Environmental influences in the progression of dysplasia. World Journal of Surgery 27: 1014–1017.1287928710.1007/s00268-003-7054-0

[41] WehkampJ, StangeEF (2006) Paneth cells and the innate immune response. Current Opinion in Gastroenterology 22: 644–650.1705344310.1097/01.mog.0000245541.95408.86

[42] ZilbauerM, JenkeA, WenzelG, GoeddeD, PostbergJ, et al (2011) Intestinal alpha-defensin expression in pediatric inflammatory bowel disease. Inflammatory Bowel Diseases 17: 2076–2086.2191016910.1002/ibd.21577

[43] StrobelS, MillerHR, FergusonA (1981) Human intestinal mucosal mast cells: Evaluation of fixation and staining techniques. Journal of Clinical Pathology 34: 851–858.616865910.1136/jcp.34.8.851PMC493957

[44] EdgarR, DomrachevM, LashAE (2002) Gene expression omnibus: NCBI gene expression and hybridization array data repository. Nucleic Acids Research 30: 207–210.1175229510.1093/nar/30.1.207PMC99122

[45] SmythGK (2004) Linear models and empirical bayes methods for assessing differential expression in microarray experiments. Statistical Applications in Genetics and Molecular Biology 3: Article3.1664680910.2202/1544-6115.1027

[46] PsarrosM, HeberS, SickM, ThoppaeG, HarshmanK, et al (2005) RACE: Remote analysis computation for gene expression data. Nucleic Acids Research 33: W638–43.1598055210.1093/nar/gki490PMC1160250

# Supplementary material for: Temporal Colonic Gene Expression Profiling in the Recurrent Colitis Model Identifies Early and Chronic Inflammatory Processes
**Source:** PLoS One. 2012 Nov 30;7(11):e50388. doi: 10.1371/journal.pone.0050388
**Supplement:** Table S2 — Serum cytokines and chemokines in TNBS-induced colitis.

**Supporting Table 2.**

| **Serum cytokines and chemokines in TNBS-induced colitis** | | | | | | | | | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | **Study Aa** | | | **Study Ba** | | | **Relative concentration as % of healthy control** b | | | | | | | | | | |
|  |  |  |  |  |  |  |  | | |  |  | | |  |  | | |
|  | healthy | vehicle | budesonide | healthy | vehicle | budesonide | healthy | | |  | vehicle | | |  | budesonide | | |
| **Cytokine** | (n=6) | (n=10) | (n=6) | (n=8) | (n=9) | (n=9) |  |  |  |  |  |  |  |  |  |  |  |
| Eotaxin | 4400 ± 350 | 4664 ± 456 | 4961 ± 560 | 11273 ± 820 | 12084± 1983 | 8339±1478 | 100 | ± | 5 |  | 102 | ± | 9 |  | 89 | ± | 10 |
| G-CSF | 38 ± 8 | 42 ± 7 | 36 ± 6 | 543 ± 44 | 581 ± 39 | 403 ± 39 | 100 | ± | 10 |  | 114 | ± | 9 |  | 83 | ± | 8d |
| GM-CSF | 185 ± 17 | 214 ± 14 | 193 ± 25 | 1461 ± 58 | 1532 ± 99 | 1382 ± 104 | 100 | ± | 4 |  | 108 | ± | 5 |  | 98 | ± | 7 |
| IFNγ | 530 ± 98 | 763 ± 58 | 654 ± 144 | 743 ± 96 | 996 ± 163 | 542 ± 88 | 100 | ± | 10 |  | 137 | ± | 12c |  | 93 | ± | 14d |
| IL-10 | 63 ± 21 | 196 ± 32 | 67 ± 14 | 179 ± 66 | 163 ± 43 | 45 ± 25 | 100 | ± | 25 |  | 194 | ± | 37 |  | 54 | ± | 16 |
| IL-12p40 | 545 ± 80 | 458 ± 71 | 61 ± 6 | 2302 ± 199 | 1900 ± 143 | 884 ± 88 | 100 | ± | 8 |  | 87 | ± | 7 |  | 28 | ± | 4d |
| IL-12p70 | 46 ± 15 | 58 ± 16 | 76 ± 42 | 851 ± 101 | 970 ± 143 | 845 ± 114 | 100 | ± | 15 |  | 117 | ± | 19 |  | 89 | ± | 11 |
| IL-13 | 363 ± 66 | 526 ± 91 | 294 ± 71 | 3692 ± 307 | 5167 ± 638 | 3060 ± 404 | 100 | ± | 9 |  | 133 | ± | 12 |  | 82 | ± | 10d |
| IL-17 | 77 ± 23 | 149 ± 21 | 74 ± 22 | 873 ± 86 | 1085 ± 157 | 805 ± 85 | 100 | ± | 13 |  | 153 | ± | 17c |  | 94 | ± | 12d |
| IL-1α | 237 ± 37 | 273 ± 19 | 246 ± 50 | 128 ± 41 | 86 ± 26 | 97 ± 31 | 100 | ± | 19 |  | 93 | ± | 12 |  | 87 | ± | 17 |
| IL-1β | 1005 ± 155 | 1499 ± 173 | 776 ± 186 | 2979 ± 298 | 3875 ± 551 | 2547 ± 313 | 100 | ± | 8 |  | 135 | ± | 12c |  | 82 | ± | 9d |
| IL-2 | 25 ± 6 | 30 ± 5 | 24 ± 6 | 574 ± 61 | 680 ± 81 | 435 ± 62 | 100 | ± | 11 |  | 118 | ± | 12 |  | 84 | ± | 12 |
| IL-3 | 11 ± 2 | 20 ± 5 | 14 ± 3 | 47 ± 8 | 66 ± 12 | 42 ± 5 | 100 | ± | 13 |  | 137 | ± | 14 |  | 104 | ± | 13 |
| IL-4 | 25 ± 4 | 31 ± 4 | 28 ± 6 | 94 ± 22 | 105 ± 22 | 64 ± 16 | 100 | ± | 15 |  | 111 | ± | 12 |  | 85 | ± | 14 |
| IL-5 | 80 ± 9 | 82 ± 17 | 49 ± 9 | 415 ± 31 | 573 ± 79 | 324 ± 43 | 100 | ± | 6 |  | 111 | ± | 12 |  | 72 | ± | 8d |
| IL-6 | 52 ± 10 | 58 ± 8 | 40 ± 12 | 66 ± 15 | 80 ± 9 | 56 ± 4 | 100 | ± | 15 |  | 122 | ± | 9 |  | 82 | ± | 9d |
| IL-9 | 193 ± 38 | 211 ± 19 | 156 ± 34 | 2392 ± 153 | 3012 ± 326 | 2066 ± 152 | 100 | ± | 9 |  | 118 | ± | 8 |  | 84 | ± | 8d |
| KC | 213 ± 32 | 249 ± 25 | 171 ± 18 | 483 ± 26 | 472 ± 19 | 396 ± 23 | 100 | ± | 7 |  | 107 | ± | 7 |  | 81 | ± | 4d |
| MCP-1 | 561 ± 99 | 878 ± 92 | 740 ± 144 | 2864 ± 261 | 3384 ± 411 | 1584 ± 346 | 100 | ± | 9 |  | 131 | ± | 9c |  | 86 | ± | 16d |
| MIP-1α | 1593 ± 177 | 1812 ± 167 | 1982 ± 190 | 5041 ± 554 | 4089 ± 370 | 3923 ± 512 | 100 | ± | 8 |  | 95 | ± | 7 |  | 96 | ± | 10 |
| MIP-1β | 130 ± 20 | 161 ± 9 | 156 ± 26 | 1204 ± 54 | 1409 ± 133 | 1041 ± 103 | 100 | ± | 6 |  | 121 | ± | 6c |  | 100 | ± | 10 |
| Rantes | 478 ± 50 | 492 ± 69 | 453 ± 66 | 187 ± 15 | 171 ± 17 | 131 ± 13 | 100 | ± | 6 |  | 91 | ± | 5 |  | 80 | ± | 7 |
| TNFα | 2956 ± 671 | 1894 ± 333 | 4584 ± 1425 | 2609 ± 130 | 3263 ± 386 | 2334 ± 168 | 100 | ± | 10 |  | 106 | ± | 9 |  | 116 | ± | 20 |

a, In two independent studies, serum concentrations of 23 cytokines were determined by multiplex technology on day 28. Concentrations are presented as pg/ml ± SEM .

b In each study, values were normalized and expressed as a percentage of the mean concentration of the corresponding healthy control mice. Relative concentrations and shown as % ±SEM.

c, significantly (p<0.05) different relative serum concentration from that in healthy mice

d, significantly (p<0.05) different relative serum concentration from that in vehicle treated mice.

How the deposited data were processed for this re-analysis (not part of the article)

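Illumina mouse bead arrays of 1 colour measured RNA of the distal colon of 34 female BALB/c mice, 1 array per mouse. Of these, 4 were healthy, and 5 given TNBS were examined on each of 6 days. The groups and mouse numbers are those of the sample labels. The paper names Nucleospin columns for the RNA and BeadStudio for the image analysis, while the labels name RNeasy columns and the submitters' processing notes GenomeStudio. According to the methods, the authors subtracted the background, quantile normalized the probe values in GeneSpring, removed unexpressed probes, set a floor of 5 and tested with limma. The log2 values the authors deposited hold all 25697 probes and go below that floor, so the last steps were applied here. Their medians per array lie between 4.77 and 4.78. The scale and centring are not stated in the table, and log2 was inferred from the values.

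The background-subtracted signals and detection p-values stand in 68 columns named by chip position, which neither the labels nor the paper pairs with a mouse. They were not used, and the normalized values took their place, as had been set for that case before the data were examined. The groups, tests, gene lists, the rule for naming genes and most alternatives were fixed at that time too. For the filter, a probe stayed if its value was above 5 in at least 4 arrays, which left 21110 probes. The methods name no rule for the filter and do not say whether all groups shared a fit.

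R 4.3.3 and limma 3.58.1 were used. The fit (lmFit and eBayes) held all arrays in 7 groups, with 27 residual degrees of freedom. Its contrasts were each day against healthy mice, day 28 against 14, day 23 against 9, the mean of days 9, 16 and 23 against that of days 14, 21 and 28, and a linear trend per week over the 6 days. The trend was not adjusted for the days since the last instillation. P-values were adjusted by Benjamini and Hochberg within each contrast at 0.05. Gene lists were tested with camera at a preset correlation of 0.01 and, as an alternative, an estimated one, and with fry, adjusted over lists and the 6 days and, separately, over lists and the 4 other contrasts. Of 55 lists, 54 had tested members. Mice were taken as separate animals, as the paper describes them.

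Probe names come from the platform annotation. Of all probes, 23978 had 1 symbol, 0 had several, 1719 were not listed, 23962 matched a RefSeq gene table of GRCm38.p6, which was used for names only, and 0 names changed. For the 3899 genes with more than 1 tested probe, the probe with the highest mean stands for the gene, and other probes are given where they disagree. Medians of lists are given also with genes known only as a bound set to it, where this moves the printed value, for single days and pairs of days. The text names the genes the paper names, examples from the lists, and up to 10 genes per direction and comparison with the largest changes whose mice lay beyond all healthy mice. The genes shown in the paper's figures had been seen when this rule was written.

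Arrays carry no read depth. Between 48.5% and 52.8% of probes per array passed the background, the 95th percentile of 1323 receptor probes, a stand-in for the detection p-values that was chosen once these proved unusable and when no gene's value had been read. Within groups, arrays correlated at r between 0.943 and 0.971 across probes, which are not independent replicates. The steps were tested on simulated data with 200 of 21110 probes changed, drawn only from brighter probes and with independent noise. The rates therefore do not cover probes near the floor. For day 28 against healthy mice, 84.5% of 2-fold and 99.5% of 4-fold changes were recovered, for days 2 against 7 97.0% and 100%, and for the trend, with the fold taken per week, 99.0% and 100%.

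The alternatives were a floor of 20, no floor with log2 of the value plus 16, no probe filter, pairwise fits of each day with the healthy mice, eBayes with trend and robust, array weights, adjustment over all 6 days, a fold of at least 1.5, the mouse number as a block, an estimated correlation, the mean of a gene's probes, healthy mice divided between days 23 and 28, and each array left out in turn. Filters on the 14285 brightest probes and on the receptor probes, a background at their 99th percentile, and the removal of 5 arrays with skeletal muscle markers were added after seeing the data. The gene ontology, pathway and heatmap analyses of the paper were not repeated, and serum and RT-qPCR values were not analysed here. Some genes the paper names are not reported here.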

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

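The tests of small intestinal markers beside the α-defensins and of inflammation beside the clock genes, and the removal of arrays with skeletal muscle markers, were chosen only after the result was seen.

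On day 9, 3 of 7 genes with an α-defensin symbol were higher than in healthy mice (median log2 change 0.33, or 0 with 7 genes known only as a bound set to it), as was AY761185, an α-defensin gene under another symbol, and from day 9 to day 23 the median was -3.70 for the 4 tested genes of the paper's list (-2.81 with 2 genes at their bound), -1.13 for the 7 genes (0 with 5 at their bound) and -0.30 for markers of small intestinal enterocytes (0 with 6 at their bound). On day 9 the mean of these markers lay above all 4 healthy mice in 5 of 5 mice, so small intestinal tissue or cells of that kind in these unsorted samples is a candidate explanation, as a hypothesis. Of the 11 markers, 4 were above background in every healthy colon and 4 stand in another list, and they moved apart, with Fabp6 at 8.58 (healthy 6.89) and Apoa1 at least 4.97-fold higher, Rbp2 at 8.07 (7.72), Slc5a1 at 8.47 (9.15), and Akp3, Apoc3 and Slc10a2 not above background. On day 28 the markers lay above all healthy mice in 2 of 5 mice, which excludes nothing, since 4 of the markers were above background in every healthy mouse and 6 were known only as a bound, so that a small share would stay hidden. Such tissue or cells stay open on that day, and a response of the colon to the instillations, which was not tested, on both days.

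Skeletal muscle markers averaged 5.46, 4.50 and 6.37 log2 units above the healthy mean in mice 2, 3 and 5 of day 9 and 0.44 and -0.24 in mice 1 and 4, a range of 6.61, and they differed by a median of -3.61, or -3.10 with 6 genes known only as a bound set to it, between days 23 and 9. They stood apart in mouse 5 of day 14 (mean 3.28, nearest mouse 0.26, gap 0.847 of the range) and in mouse 5 of day 21 (mean 4.86, nearest mouse 0.62, gap 0.808 of the range). Of the 15 markers 4 were above background in every healthy colon and 0 stand in another list, and on day 9 Acta1 was at 10.29 (healthy 7.90) and Myl1 at 10.63 (7.18). The range within a group of mice treated alike is what a piece of skeletal muscle in some samples would give, and this remains a candidate explanation. No biological explanation was tested for it, and no sort of cells was used.

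The clock-controlled genes Dbp, Nr1d1 and Nr1d2 had log2 changes of -3.28, -2.02 and -1.58 on day 14 and of -2.89, -1.82 and -1.19 on day 21. Inflammation shortly after an instillation would lower them most on days 9, 16 and 23, but they were higher on those days than on days 14, 21 and 28 by a mean of 0.78. Nr1d1 alone had 0.31 (adjusted p = 0.53 in limma). The comparison cannot decide the point, since the genes were picked for being low on days 14 and 21. Arntl and Npas2 differed by -0.71 and -0.64 in it, so it may also carry the hour of sacrifice. Arntl and Npas2, which peak when these genes are low, were above healthy mice by a mean of 0.91 on days 14 and 21, though neither passed the test on its own, so another time of day at sacrifice is a candidate explanation. The paper's text gives a light-dark cycle but no hour of sacrifice. Inflammation after an instillation stays open, as does a slower effect of the instillations, which was not tested.

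Within 140 combinations of 20 cell type lists and 7 groups, 17 had a mouse far from the others, where chance gives about 1 in 20 groups, or 7. Values are mean log2 units above the healthy mean. Among lymphocytes these were B cell markers in mouse 1 of day 23 (mean -2.42, nearest mouse 0.31, gap 0.902 of the range) and T cell markers in mouse 1 of day 23 (mean -1.36, nearest mouse 0.19, gap 0.721 of the range). Among myeloid cells they were neutrophil markers in mouse 1 of day 28 (mean 0.57, nearest mouse 0.29, gap 0.735 of the range), the same markers in mouse 3 of day 21 (mean 3.10, nearest mouse 0.00, gap 0.905 of the range), eosinophil markers in mouse 4 of day 21 (mean 0.30, nearest mouse -0.20, gap 0.746 of the range) and the same markers in mouse 4 of day 14 (mean 0.85, nearest mouse -0.15, gap 0.901 of the range), with basophil markers in healthy mouse 4 (mean 0.44, nearest mouse -0.15, gap 1.00 of the range). The 4 eosinophil and 2 basophil genes tested were all known only as a bound, so their gaps can reflect values near the floor alone. Epithelial lists gave Paneth cell products in mouse 3 of day 21 (mean 2.91, nearest mouse 1.21, gap 0.717 of the range), small intestinal markers in healthy mouse 4 (mean -0.12, nearest mouse 0.03, gap 0.909 of the range), crypt stem cell genes in mouse 4 of day 14 (mean 1.95, nearest mouse 0.60, gap 0.918 of the range) and squamous epithelial genes in mouse 4 of day 14 (mean 4.65, nearest mouse 0.30, gap 0.95 of the range). Stromal lists gave smooth muscle genes in mouse 4 of day 14 (mean -0.12, nearest mouse 0.02, gap 0.794 of the range), the same genes in healthy mouse 3 (mean 0.35, nearest mouse -0.10, gap 0.928 of the range), adipocyte genes in mouse 4 of day 9 (mean -0.20, nearest mouse 0.10, gap 0.744 of the range) and the same genes in healthy mouse 4 (mean -0.42, nearest mouse 0.10, gap 0.856 of the range).

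Some lists differed between days at the same interval after an instillation, tested by camera on the difference. From day 14 to day 28 the median log2 change was 2.14 for the paper's mast cell genes. For the chemokines the paper calls decreased it was -0.40, or -0.39 with 1 gene known only as a bound set to it, and for enteroendocrine cells -0.42. From day 9 to day 23 it was 3.68 for the mast cell genes, or 2.73 with 3 genes known only as a bound set to it. For type I interferon response genes it was -1.12, or -1.11 with 2 genes known only as a bound set to it. The paper chose the mast cell and decreased chemokine lists on these samples for gradual changes, so their differences are not independent evidence.

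Of the gene lists that were not taken from the paper, some also differed from healthy mice in camera, with a preset and with an estimated correlation. Tissue repair and products of Paneth cells are subjects the paper discusses. Absorptive colonocyte genes had a median log2 change of -0.76 on day 23. Crypt stem cell genes had 0.66, or 0.54 with 1 gene known only as a bound set to it, on day 14, where mouse 4 stood apart (mean 1.95, nearest mouse 0.60). Enteroendocrine genes had -0.72 on day 28. Matrix and remodelling genes had 0.98 on day 23. Paneth cell products other than α-defensins had 3.38, or 1.69 with 4 genes known only as a bound set to it, on day 23. Ang4, Reg3g and Reg4 of this last list are also genes the paper chose on these samples, so it is not independent evidence.

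Other divisions of the same mice, 100 per comparison with the real one, were counted for each number of changed probes. Against healthy mice, only 1 division, the real one, reached the number found, 423 on day 9 (highest other 201), 97 on day 14 (highest other 8), 827 on day 16 (highest other 47), 148 on day 21 (highest other 59), 1479 on day 23 (highest other 968) and 265 on day 28 (highest other 29), so chance is excluded at 0.05 for these. Days 2 against 7 after instillation (1199 probes, highest other 2) and the trend (37, highest other 2) also had 1. On day 23 the highest other division exchanged mice 2 to 5 of that day with all healthy mice and is thus nearly the mirror of the real one. For probes changed between day 28 and day 14, 10 divisions gave as many as the 2 found, up to 4, and chance is not excluded. For probes changed between day 23 and day 9, 5 gave as many as the 41 found, up to 355, and chance is not excluded. The division with 355 exchanged mice 2 to 5 of day 23 with mice 1 to 4 of day 9, leaving mouse 1 of day 23 and mouse 5 of day 9 in place. It is thus nearly the mirror of the real one, with only these mice on the other side. Why it gave more probes was not tested.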

How the results depend on the processing

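The filters on the 14285 brightest probes and on receptor probes and the removal of arrays with skeletal muscle genes were chosen only after the result was seen. For changes beyond 1.5 times or in direction listed here the cause was not tested, apart from what an alternative's construction shows. Outside single arrays left out, 2914 values of single genes kept their direction and their side of the threshold, 283 were no longer past it and 8 became so, with 631, 52 and 5 of gene lists, and 16 medians of lists changed sign. With single arrays left out, 8408 values of genes kept both and 764 were no longer past the threshold and 7 became so, with 2135, 22 and 7 of lists. Signal over background limits low probes, which the floor and filters affect most. The neqc correction, filters on detection p and bounds from it, and the chip as a block were not run, as the signals could not be tied to mice, and scaling to the median was void, moving no array by over 0.00279 log2 units.

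With a floor of 20, probes lower on day 9 numbered 270, probes lower on day 14 numbered 75, the median of other B cell markers, day 23 against healthy, was 0.054 and the median of B cell transcripts of the paper, day 23 against healthy, was 0.12. With no floor and log2 of the value plus 16, probes changed between day 28 and day 14 numbered 7, probes changed between day 23 and day 9 numbered 63, the median of other B cell markers, day 23 against healthy, was 0.012 and the median of B cell transcripts of the paper, day 23 against healthy, was 0.072. In pairwise fits, which hold fewer mice, probes higher on day 9 numbered 19, probes lower on day 9 numbered 11, probes higher on day 14 numbered 17, probes lower on day 14 numbered 13, probes higher on day 21 numbered 26, probes lower on day 21 numbered 14, probes higher on day 23 numbered 236, probes lower on day 23 numbered 166, probes lower on day 28 numbered 70, probes changed on any day numbered 944, the percent of probes higher on day 28 also higher on day 23 was 36.6, the percent of probes changed on day 28 not changed on any earlier day was 40.1, probes changed between day 28 and day 14 numbered 18 and probes changed between day 23 and day 9 numbered 0. With trend and robust eBayes, probes higher on day 21 numbered 126, probes lower on day 21 numbered 139, probes changed between day 28 and day 14 numbered 14 and probes changed between day 23 and day 9 numbered 79.

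With array weights, probes lower on day 14 numbered 84, probes higher on day 16 numbered 641, probes lower on day 16 numbered 658, probes higher on day 21 numbered 137, probes lower on day 21 numbered 158, probes higher on day 28 numbered 253, probes lower on day 28 numbered 232, probes changed between day 28 and day 14 numbered 20, the median of other B cell markers, day 23 against healthy, was 0.25 and the median of B cell transcripts of the paper, day 23 against healthy, was 0.40. When adjusted over all 6 days, probes higher on day 14 numbered 100, probes lower on day 14 numbered 115, probes higher on day 21 numbered 140, probes lower on day 21 numbered 142, probes lower on day 23 numbered 485, the percent of probes higher on day 28 also higher on day 23 was 52.3 and the percent of probes changed on day 28 not changed on any earlier day was 26.5. With a fold of at least 1.5 required as well, which can only lower a count, probes lower on day 23 numbered 471, probes higher on day 28 numbered 99, probes changed between days 2 and 7 after instillation numbered 457 and probes with a linear trend over days 9 to 28 numbered 23. With the mean of a gene's probes, the median of methylation and one-carbon metabolism, day 23 against healthy, was -0.018. With an estimated correlation, gene list shift against healthy was called for 25 of the 117 and gene list shift between days 2 and 7, trend, day 28 against day 14 and day 23 against day 9 was called for 24 of the 83. With the healthy mice divided between the days, the percent of probes higher on day 28 also higher on day 23 was 55.6. The 0 probes between days 23 and 9 in pairwise limma fits stand beside 1353 at an unadjusted p under 0.05.

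On the 14285 brightest probes, probes lower on day 9 numbered 289, probes higher on day 14 numbered 75, probes lower on day 14 numbered 82, probes higher on day 21 numbered 115, probes changed between day 28 and day 14 numbered 5, the median of all beta-defensins, day 9 against healthy, was -0.021, the median of all beta-defensins, day 28 against healthy, was -0.0031, the median of T cells, day 23 against healthy, was -0.18 and the median of methylation and one-carbon metabolism, day 23 against healthy, was -0.037. On probes above the receptor probes in at least 4 arrays, probes lower on day 9 numbered 265, probes lower on day 14 numbered 73, probes higher on day 21 numbered 113, probes changed between day 23 and day 9 numbered 63, the median of all beta-defensins, day 9 against healthy, was -0.021, the median of all beta-defensins, day 28 against healthy, was -0.0031, the median of T cells, day 23 against healthy, was -0.052 and the median of methylation and one-carbon metabolism, day 23 against healthy, was -0.037. Without the arrays with skeletal muscle genes, probes higher on day 9 numbered 87, probes lower on day 9 numbered 56, probes changed between days 2 and 7 after instillation numbered 724, probes changed between day 28 and day 14 numbered 9 and the median of matrix and tissue remodelling, trend per week, was 7.6e-04.

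With the mouse number as a replicate block, probes lower on day 14 numbered 27, probes higher on day 21 numbered 38, probes lower on day 21 numbered 41 and probes changed between day 28 and day 14 numbered 4. The numbers did not clearly pair mice. Deviations correlated above 0.1 in 6 of 99 same-numbered pairs (mean r 0.00812) and in 8 of 396 pairs of different number (mean r -0.00201). Of 34 arrays, 10 were closest to a mouse of their own number. A weak relation to the number is not excluded. For other counts the block moved none by over 1.5 times, and for 35 genes or lists the call was lost under it.

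With each array left out in turn, counts moved by over 1.5 times, and shares or signs changed, as follows. For probes higher on day 9, the range was 106 to 377 (106, 139 and 127 without healthy mice 1, 3 and 4, and 377, 150 and 122 without mice 2, 3 and 5 of day 9). For probes lower on day 9, the range was 54 to 315 (54, 69 and 80 without healthy mice 1, 3 and 4, and 95, 315, 102 and 68 without mice 1, 2, 3 and 5 of day 9). For probes higher on day 14, the range was 12 to 64 (21, 21 and 12 without healthy mice 1, 3 and 4, and 29 and 30 without mice 2 and 3 of day 14). For probes lower on day 14, the range was 7 to 65 (29, 17 and 7 without healthy mice 1, 3 and 4, and 29, 20, 25, 26 and 28 without mice 1, 2, 3, 4 and 5 of day 14). For probes higher on day 16, the range was 213 to 525 (213 and 263 without healthy mice 1 and 3). For probes lower on day 16, the range was 149 to 508 (149 and 197 without healthy mice 1 and 3, and 219 and 240 without mice 2 and 5 of day 16). For probes higher on day 21, the range was 19 to 117 (39, 24 and 19 without healthy mice 2, 3 and 4, and 39, 40 and 36 without mice 2, 3 and 5 of day 21, and 117 without mouse 1 of day 23). For probes lower on day 21, the range was 19 to 113 (34, 28 and 19 without healthy mice 2, 3 and 4, and 39, 42 and 36 without mice 2, 3 and 5 of day 21). For probes higher on day 23, the range was 438 to 792 (438 without healthy mouse 1). For probes lower on day 23, the range was 365 to 776 (365 without healthy mouse 1). For probes higher on day 28, the range was 70 to 189 (70, 79 and 82 without healthy mice 1, 3 and 4, and 77 and 97 without mice 1 and 2 of day 28). For probes lower on day 28, the range was 48 to 155 (49, 48 and 68 without healthy mice 1, 3 and 4, and 61 and 66 without mice 1 and 5 of day 28). For probes changed on any day, the range was 1054 to 2199 (1054 and 1268 without healthy mice 1 and 3). For the percent of probes higher on day 28 also higher on day 23, the range was 62.4 to 81.8 (78.5 and 80.5 without healthy mice 3 and 4, and 81.8 without mouse 1 of day 28). For the percent of probes changed on day 28 not changed on any earlier day, the range was 13.8 to 24.2 (13.8 without healthy mouse 2, and 14.5 without mouse 1 of day 28). For probes changed between day 28 and day 14, the range was 2 to 6 (4 without mouse 5 of day 9, and 4 and 5 without mice 1 and 3 of day 14, and 4 without mouse 4 of day 21, and 5 without mouse 3 of day 23, and 6 without mouse 2 of day 28). For probes changed between day 23 and day 9, the range was 40 to 183 (88, 63 and 69 without mice 1, 4 and 5 of day 9, and 183 without mouse 1 of day 23). For probes with a linear trend over days 9 to 28, the range was 25 to 70 (70 without mouse 4 of day 9, and 67 without mouse 1 of day 23). For Cd3g, day 23 against healthy, the range was -0.80 to 0.089 (0.089 without mouse 1 of day 23). For T cells, day 23 against healthy, the range was -0.14 to 0.52 (-0.14 without healthy mouse 3, and -0.0030 and -0.016 without mice 2 and 5 of day 23). For other B cell markers, day 23 against healthy, the range was -0.44 to 0.54 (0.20 without healthy mouse 4, and 0.54 without mouse 1 of day 23). For B cell transcripts of the paper, day 23 against healthy, the range was -0.49 to 0.65 (0.31 without healthy mouse 4, and 0.65 without mouse 1 of day 23). For methylation and one-carbon metabolism, day 23 against healthy, the range was -0.058 to 0.13 (-0.037 without mouse 4 of day 16, and -0.037 without mouse 4 of day 21, and -0.028 and -0.058 without mice 3 and 5 of day 23, and -0.037 without mouse 2 of day 28).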

Differences from the paper's values

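The alternatives set before the data were examined are a floor of 20, no floor with log2 of the value plus 16, no probe filter, pairwise fits, trend and robust eBayes, array weights, adjustment over all 6 days, a fold of at least 1.5 and the mouse number as a block. The paper states the threshold, but not whether all groups shared a fit, and its filter left fewer probes.

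The paper gives 42% of the genes higher on day 28 as also higher on day 23, and 68.4% was found here. The values do not differ by over 1.5 times in pairwise fits (36.6%), with array weights (60.5%), when adjusted over all 6 days (52.3%) or with the healthy mice divided between the days (55.6%), and differ under the other alternatives.

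For day 9 the paper shows about 37 higher and about 19 lower genes in Fig. 4B, read by eye, where 251 and 172 probes were found here, a difference under every alternative, with 19 higher and 11 lower in pairwise fits. For day 16 it shows about 740 higher and about 750 lower genes in Fig. 4B, read by eye, where 418 and 409 probes were found here. Trend and robust eBayes and array weights bring both within 1.5 times, and a floor of 20 the lower ones, but not the other alternatives. For day 21 it shows about 45 higher and about 35 lower genes in Fig. 4B, read by eye, where 69 and 79 probes were found here. The mouse number as a block brings both within 1.5 times and a fold of at least 1.5 the higher ones, but not the other alternatives. For day 23 it shows about 460 higher and about 440 lower genes in Fig. 4B, read by eye, where 737 and 742 probes were found here. Adjustment over all 6 days and a fold of at least 1.5 bring both within 1.5 times, but not the other alternatives. For day 28 it shows about 310 higher and about 350 lower genes in Fig. 4B, read by eye, where 152 and 113 probes were found here. Array weights bring the higher ones within 1.5 times, none of the alternatives the lower ones.

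Some genes the paper calls changed did not pass the test against healthy mice here. It gives TNF as increased after each challenge, and Tnf had log2 changes of 2.26 on day 9 and 1.75 on day 23, past the test on these days under none of the settings run, but was higher 2 than 7 days after an instillation. For Il6, also named there, none of the settings run called day 9 or 23. Reg3g, likewise named, was higher 2 than 7 days after but passed the test against healthy mice on no day. Of the chemokines the paper calls induced by each challenge, 6, 1 and 5 of 9 were higher on days 9, 16 and 23, and a further probe for Ccl11 was higher on day 9 (1.30, adjusted p = 0.022 in limma). Among them Ccl2 on day 9 (adjusted p = 0.057) was called with a floor of 20, no floor, trend and robust eBayes, both filters chosen after seeing the values, which keep the call for all but 6 of the 148 changes called here in genes the paper names, or without healthy mouse 2, mouse 4 of day 9 or mouse 3 of day 21, and Cxcl2 (adjusted p = 0.10) only without mouse 1 or 4 of day 9 or mouse 1 of day 23. The calprotectin genes passed on days 9 and 23, while on day 16 S100a9 had 4.40 and S100a8 2.99.

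The paper states an increase of IFN-γ that peaks on day 16, and Ifng passed the test on no day, and on days 9 and 16 under none of the settings run. It lists ICAM1 and MADCAM1 among enhanced adhesion molecules. Icam1 had 0.80 on day 9 and was called only without the arrays with skeletal muscle genes, a setting chosen after seeing the values that drops 32 of the 148 changes called in genes the paper names. Madcam1 had 0.71 on day 16, called there and on day 23 under none, while Thy1 was higher on day 16 and Jam3 and Pecam1 on day 23. The paper describes a gradual decrease of chemokines. Their median along days 9 to 28 was -0.19 per week, downwards in camera, but none passed on its own, and Ccl25 (-0.27 per week) was called only without mouse 5 of day 9 or, as for Icam1, without the arrays with skeletal muscle genes, chosen after seeing the values with the 32 calls dropped. Ccl27a and Ccl28 had log2 changes of 0.01 and 0.03 per week, although Ccl28 was lower on day 23. At the brightest probe both were lower 2 than 7 days after an instillation. This pushes the trend upwards, so a gradual decrease of these 2 genes is not excluded. Of 3 probes for Cxcl12, 1 was higher on day 23. Edn1, which the paper names in an angiogenesis cluster, fell on 4 of the 6 days, while Vegfd rose on days 9 and 23. Of the defensins named for day 28, Defa21 was not above background, while Defa20 was higher on 1 of 2 probes. The 4 tested α-defensins of the paper as a list missed the camera threshold on that day, but passed it with a floor of 20, in pairwise fits, without healthy mouse 4, mouse 4 or 5 of day 9, mouse 1 of day 14, mouse 2 of day 16 or mouse 5 of day 28, and under the 3 settings chosen after seeing the values (both filters, and without the arrays with skeletal muscle genes), which drop the calls given above. Of B cell and intraepithelial transcripts the paper calls lower, Cxcr5, Tnfrsf13c and Cd3g passed on no day, while Pou2af1 was lower on day 9 and Il15 and Il7 on day 23, with Il15 also lower on day 16 on its further probes.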

Other observations

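Enteroendocrine genes were lower on day 28. Of 9 such genes, 0 were higher and 4 lower in limma, and 0 higher and 6 lower when adjusted over the list alone (median log2 change -0.72, camera adjusted p = 1.6e-05, adjusted p = 0.019 with an estimated correlation). The proglucagon gene Gcg fell by 1.20 (adjusted p = 0.0011) on the log2 scale, the secretin gene Sct fell by 0.74 (adjusted p = 0.014), and the granin genes Chga and Chgb had log2 changes of -0.85 (adjusted p = 0.026) and -0.72 (adjusted p = 0.020). For each of the 4 genes all 5 mice of day 28 lay below all 4 healthy mice. Among 9 goblet cell genes on day 16, 3 were higher and none lower, and 3 higher and none lower when adjusted over the list alone (median log2 change 0.43, camera adjusted p = 0.0030, adjusted p = 0.16 with an estimated correlation). Spink4, a peptidase inhibitor gene, rose by 1.14 (adjusted p = 0.0026), Agr2, which acts in mucin folding, rose by 1.20 (adjusted p = 0.019) and Retnlb rose by 3.68 (adjusted p = 3.7e-04), with all 5 mice above all healthy mice.

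Of 15 proliferation genes, none was higher and 5 were lower on day 21 in limma, and 0 higher and 7 lower when adjusted over the list alone (median log2 change -0.48, camera adjusted p = 2.8e-08, adjusted p = 0.16 with an estimated correlation). The helicase genes Mcm2 and Mcm5 had log2 changes of -0.88 (adjusted p = 0.024) and -1.10 (adjusted p = 0.0061), with all 5 mice below all healthy mice. Of 10 smooth muscle genes, none was higher and 4 were lower 2 than 7 days after an instillation, and 0 higher and 9 lower when adjusted over the list alone (median log2 change -0.37, or -0.34 with 1 gene known only as a bound set to it, camera adjusted p = 3.5e-06, adjusted p = 0.19 with an estimated correlation), with Myh11, the smooth muscle myosin gene, lower by -0.56 (adjusted p = 0.0026). Of 13 type 2 immunity genes, 5 were higher and none lower on day 23, and 5 higher and none lower when adjusted over the list alone (median log2 change 1.27, or 0.24 with 9 genes known only as a bound set to it, camera adjusted p = 0.0011, adjusted p = 0.12 with an estimated correlation), among them Arg1, Chil3, Ccl11, Ccl24 and Il4, of which the first 4 had all 5 mice above all healthy mice. The paper names Ccl11, Ccl24 and Il4 as increased in these samples, so for them the count is not independent evidence. Squamous epithelial genes averaged 3.09 and 5.30 log2 units above the healthy mean in mice 4 and 5 of day 9, and at most 0.83 in the other mice of that day.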
